# Chromatin Landscape Dictates HSF Binding to Target DNA Elements

**DOI:** 10.1371/journal.pgen.1001114

**Published:** 2010-09-09

**Authors:** Michael J. Guertin, John T. Lis

## Abstract

Sequence-specific transcription factors (TFs) are critical for specifying patterns and levels of gene expression, but target DNA elements are not sufficient to specify TF binding in vivo. In eukaryotes, the binding of a TF is in competition with a constellation of other proteins, including histones, which package DNA into nucleosomes. We used the ChIP-seq assay to examine the genome-wide distribution of *Drosophila* Heat Shock Factor (HSF), a TF whose binding activity is mediated by heat shock-induced trimerization. HSF binds to 464 sites after heat shock, the vast majority of which contain HSF Sequence-binding Elements (HSEs). HSF-bound sequence motifs represent only a small fraction of the total HSEs present in the genome. ModENCODE ChIP-chip datasets, generated during non-heat shock conditions, were used to show that inducibly bound HSE motifs are associated with histone acetylation, H3K4 trimethylation, RNA Polymerase II, and coactivators, compared to HSE motifs that remain HSF-free. Furthermore, directly changing the chromatin landscape, from an inactive to an active state, permits inducible HSF binding. There is a strong correlation of bound HSEs to active chromatin marks present *prior* to induced HSF binding, indicating that an HSE's residence in “active” chromatin is a primary determinant of whether HSF can bind following heat shock.

## Author Summary

Many Transcription Factors (TFs) have been shown to bind DNA in a sequence-specific manner. However, only a sub-set of possible binding sites are occupied in vivo, and it remains unclear how TFs discriminate between sequences of equal predicted binding affinity. We set out to determine how a specific TF, Heat Shock Factor (HSF), distinguishes between utilized and unused potential binding sites. HSF is uniquely qualified to study this problem, because HSF is inactive and lowly bound to DNA in unstressed cells and upon stress HSF becomes active and strongly binds to DNA. We compared the properties of the unstressed chromatin between the sites that become HSF-bound or remain HSF-free following stress activation. We find that sites that are destined to be bound strongly by HSF after stress are associated with distinct chromatin marks compared to sites that are unoccupied by HSF after heat shock. Furthermore, chromatin landscape can be changed from a restrictive to a permissive state, allowing inducible HSF binding. These finding suggest that TF binding sites can be predicted based on the chromatin signatures present prior to induced TF recruitment.

## Introduction

Signal-dependent activation of transcription is a highly regulated process that is dictated by transcriptional activators that selectively identify and function at sequence-specific DNA motifs. The most basic function of sequence specific activators is to discriminate between binding sites in the context of the entire genome [1]–[4], but the mechanism by which this occurs is poorly understood. Two main mechanisms have been proposed that explain the observed in vivo binding specificity (reviewed in [5]): TFs are occluded from cognate site by chromatin structure or TF binding is facilitated by cooperative interactions with cofactors. In vivo, TFs are in competition with chromatin factors, which may limit TF access to cognate binding sites [6], [7]. Early sequence-specific ChIP experiments of homeoproteins revealed that binding sites are preferentially accessible if target motifs are located within active genes [1]. More recently, advances in genome-wide characterization of histone modifications and chromatin structure have begun to identify additional requirements for the binding of TFs. In human cells, it has been shown that the H3K4me1 and H3K4me3 modifications are present at inducible STAT1 binding sites prior to interferon-gamma stimulation [8]. In *Drosophila*, H3K36me3 has been revealed as an important histone mark for male-specific lethal (MSL) complex binding [9], [10]. However, the Hox proteins primarily discriminate between equivalent predicted binding sites by cooperative interactions with DNA-bound cofactors (reviewed in [11]). These findings indicate that the binding of TFs depend upon the chromatin landscape as well as specific sequence elements, and we set out to determine the extent to which chromatin affects TF binding genome-wide. Characterizing the mechanistic parameters by which TFs locate and bind to target DNA sequences will provide insight into a critical early step in a cell's ability to orchestrate patterns of gene expression in response to developmental, nutritional, and environmental signals.

Heat Shock Factor (HSF) has a conserved function as the master regulator of the heat shock (HS) response from organisms as distantly related as yeast and humans [12]. The HS genes of *Drosophila melanogaster* are an attractive model system to study the general functions of HSF and its induced transcriptional regulation [13]. HSF is present as a nuclear-localized monomer during non-stress conditions [14]; upon stress, HSF homotrimerization [15] mediates binding to HSF Sequence-binding Element (HSE) motifs within seconds [16], [17], which strongly activates a set of HS genes. While transcription factor binding to DNA is necessary for *cis* regulation of target genes, not all TF binding is necessarily functional [18]. For instance, HSF has been mapped to over 164 cytological sites on the polytene choromosomes of *Drosophila* salivary gland cells after HS [19], but only 9 cytological loci exhibit HS-induced transcription elongation factor recruitment and activation [20]–[23]. It remains unclear how HSF discriminates between sites and selectively stimulates functional gene activation.

In this study, we set out to determine the comprehensive set of HSF binding sites in the *Drosophila* genome and the molecular basis for the binding. We used ChIP (chromatin immunoprecipitation) followed by sequencing [24], adapted for high throughput detection (ChIP-seq) [25]–[27], to map the sites of HSF binding in an unbiased manner with high sensitivity and resolution. We made use of the ChIP-chip datasets from the model organism ENCyclopedia Of DNA Elements (modENCODE) consortium [28], [29], which profiles histone modifications, histone variants [30], insulators [31], [32], and Pol II. These datasets describe critical features of the chromatin landscape in unstressed cells. Using this data, we contrasted the chromatin landscape before HS induction at induced HSF-bound HSE motifs and HSE motifs that remain HSF-free. The roles of many of the modENCODE chromatin features are well established [30]–[33], thus the absence or presence of one or many of these features provides insight into the mechanism of HSF binding.

## Results

### ChIP-seq in HSF depleted cells is a critical control for optimizing sensitivity and specificity

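In ChIP-seq, DNA fragments cross-linked to a protein are recovered by IP and 1 end of each is sequenced, so that tags accumulate around a binding site. The experiments used S2-DRSC cells, a cultured Drosophila line, kept at 25°C (NHS) or shifted to 36.5°C for 20 min (HS), with or without depletion of HSF by double-stranded RNA. An IP with pre-immune serum after 20 min of HS provided the background. The authors deposited 1 list of uniquely aligned tags per condition, aligned with MAQ to the genome release named in Materials and Methods, to which all coordinates given here refer. The lists for the HSF antiserum pool the tags of 2 experiments each, and the pre-immune list comes from 1. Every tag has a chromosome, position, strand, mapping quality and number of mismatches, which is at most 3, and the tags are neither normalized nor filtered further. There were 6505997 tags for NHS, 6311641 for NHS with HSF RNAi, 7274797 for HS, 7552601 for HS with HSF RNAi and 5155635 for the pre-immune IP. Because the experiments were pooled, there is 1 library per condition, no spread between replicates can be given, and no test was made between conditions apart from calling enriched regions against the pre-immune IP. Intervals in parentheses are 95% exact binomial (Clopper-Pearson) intervals unless another kind is named, and they cover counting error only, since copies made by PCR are not independent molecules. The tag identifiers name the instrument and lane, and together with the tag length they separate each library into 2 to 4 sequencing runs. The lists do not state which experiment a run belongs to, so runs are not counted as replicates. The signal of a site is the number of 5′ ends in the 240 bases centered on it, scaled to 10000000 aligned tags where it is called normalized. Distributions of ratios over many sites have 1 tag added to each count, and ratios given for a named site have none.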

To determine the comprehensive set of HSF binding sites, we performed two highly correlated, independent ChIP-seq experiments in *Drosophila* S2 cells [34] for both non-heat shock (NHS) and 20′ HS conditions (Figure S1). We used well-characterized ChIP-grade HSF antiserum [23], [35] which specifically recognizes one HSF-RNAi sensitive Western blot band from whole S2 cell extract (Figure 1A) [35] and generates the expected global HSF-binding pattern observed by indirect immunofluorescence (IF) polytene staining [19], [36], [37]. Despite the specificity observed in these assays, we set out to directly assess specificity in genome-wide ChIP by identifying any HSF-non-specific DNA pull-down. We performed two independent HSF antiserum ChIP-seq control experiments, for each condition (NHS and 20′ HS), in cells that were depleted of HSF by RNAi. This approach approximates a control immunoprecipitation (IP) from cells that lack the factor of interest [38], [39].

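At 10000 random 240-base regions of the euchromatic arms that hold at least 1 tag in the 5 libraries together, the median signal was 18.4 normalized tags for NHS and 19.0 for NHS with HSF RNAi. It was 19.2 normalized tags for HS, 18.5 for HS with HSF RNAi and 17.5 for the pre-immune IP. Distinct combinations of position and strand made up between 91.7% of the tags (NHS) and 95.9% (HS with HSF RNAi).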

**Figure 1:**
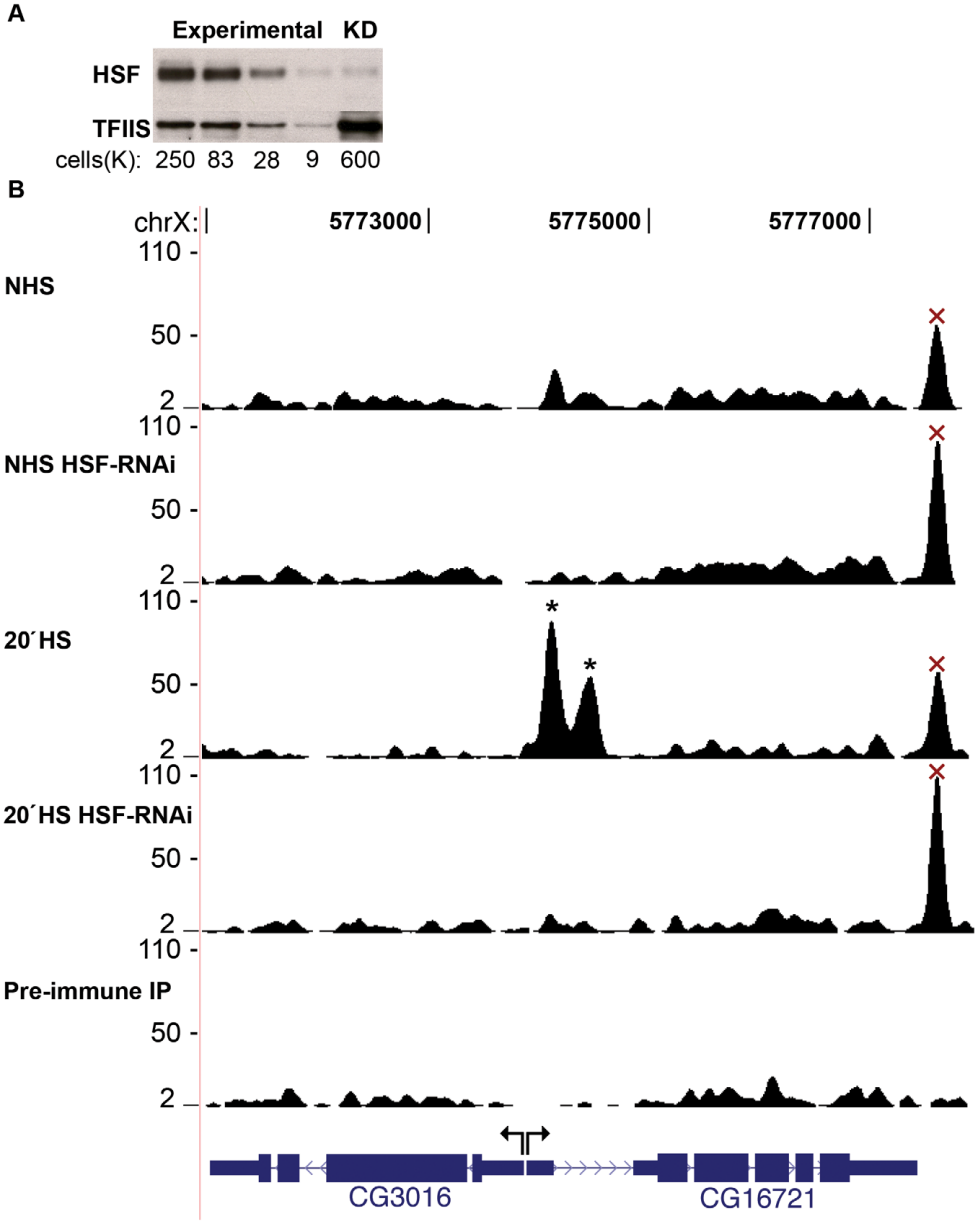
HSF depletion filters false positive peaks. (A) Densitometry of the loading control (TFIIS) confirmed that the intensity of each band was proportional to the number of cells loaded. The HSF-KD HSF band is 1.6 times the intensity of the most dilute HSF band of the standard curve, indicating a 40-fold depletion of HSF. (B) The UCSC Genome Browser is used to show a locus that contains two legitimate HS inducible/HSF-RNAi-sensitive binding sites (represented by asterisks) and a false-positive peak that is neither inducible nor sensitive to HSF depletion (represented by “×”). The y-axis scale is linear (from 2 to 110) and normalized for each experiment (shifted tags/10 bp/10 million sequences in the library). Mock IP with the pre-inoculated animal serum served as a background dataset (Pre-immune IP).

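Dataset S1 lists peaks on X at 5774116, next to the CG3016 gene, and at 5774467. The first had 102 tags after HS, 14 after HS with HSF RNAi, 22 during NHS and 0 in the pre-immune IP, and its normalized HS signal was 7.56 times (4.31 to 14.3) that of the HSF RNAi library. The second had 62 tags after HS and 12 after HS with HSF RNAi, a ratio of 5.36 (2.86 to 10.9). The closest enriched region found here that RNAi did not deplete spans 5777361 to 5777880 on X. Around its center at 5777640 there were 51 tags during NHS, 81 during NHS with HSF RNAi, 64 after HS and 115 after HS with HSF RNAi, with 7 in the pre-immune IP. Its normalized HS signal was 0.578 times (0.419 to 0.791) that after HSF RNAi, and 1.12 times (0.765 to 1.65) the NHS signal, a difference within counting error.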

HSF-knock down (KD) depleted endogenous levels of HSF to less than 2.5% of control cells as measured by quantitative Western blot (Figure 1A). Importantly, the level of HSF in RNAi depleted cells was reduced at the promoters of well-characterized HS genes, including the highest affinity *Hsp83* promoter (Figure S2). 

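The peak of Dataset S1 upstream of Hsp83, at 3193161 on 3L, had 832 tags after HS and 441 after HS with HSF RNAi. After scaling to library size, HSF-depleted cells retained 51.1% of the HS signal (45.4 to 57.4). The corresponding counts were 678 tags during NHS and 282 with HSF RNAi, so that 42.9% (37.2 to 49.3) of the NHS signal was retained. The NHS value is set by how the 2 sequencing runs of the RNAi library are weighted. Around the Hsp83 motif, the lane 2 run had 70.7 normalized tags and the lane 7 run had 841. Without the lane 7 run 6.78% of the NHS signal was retained, and without the lane 2 run 81.3%, calculations chosen after the data were seen. For HS, counting at most 1 tag per position and strand moved the retained share most, to 69.8%.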

Due to the unique presence of tandem HSEs and cooperative HSF binding, the in vitro dissociation constant for the HSF/*Hsp83* promoter interaction is on the order of single-digit femtomolar [40], and the *Hsp83* promoter harbors the only strongly bound sites during NHS [19] (Figure S1). 

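Of the 442 HSF-bound motifs, the Hsp83 promoter motif at 3193157 to 3193170 on 3L (motif significance of 0.000733 in Dataset S2) had the most NHS tags, 672. The motif with the next highest count, at 5745288 to 5745301 on 3L, had 135. The normalized signal of the Hsp83 peak after HS was 1.10 times (0.990 to 1.22) the NHS signal, a difference within counting error, which leaves out the spread between runs. The 4 sequencing runs of the NHS library had between 865 and 1119 normalized tags at this motif, and those of the HS library had 605 (lane 3), 1217 and 1395, so the ratio depends on how the HS runs are weighted.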

Since our KD of HSF was successful at reducing HSF levels at the highest affinity binding site, the signal intensity of all HSF-specific peaks should be susceptible to HSF-RNAi depletion as well. Therefore, we discarded peaks that were resistant to HSF depletion, as these are very likely false positives (Figure 1B, Figure S3, Figure S4 and Materials and Methods).

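The 3 regions with the most HS tags among those enriched over the pre-immune IP, depleted less than 3-fold by RNAi and without a peak of Dataset S1 lie on 2R and 3R. The region centered at 6839200 on 2R had 850 tags after HS and 713 after HS with HSF RNAi, a normalized ratio of 1.24 (1.12 to 1.37), and had 459 tags in the pre-immune IP. The regions centered at 26887280 and 3636040 on 3R had ratios of 0.655 (0.597 to 0.718) and 0.540 (0.488 to 0.597). Their pre-immune counts were 16 and 7 tags, against 745 and 594 after HS. The paper reasons from the lower signal at Hsp83 that every HSF-specific peak should be susceptible to RNAi. On that ground it treats resistant peaks as very likely false positives. It also draws on the random distribution of HSEs around such peaks and on their comparable NHS intensity.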

Our analysis of the ChIP-seq data aimed to increase the sensitivity of HSF detection without compromising confidence. To this end, we relied upon two peak calling programs [41], [42] to determine HSF binding sites (see Materials and Methods and Figure S3). Lower confidence peaks were initially considered and later filtered out if found resistant to HSF-RNAi. 

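At the peaks of Dataset S1, which the authors selected for depletion in the same libraries, the median signal was 81.1 normalized tags after HS and 9.70 in the pre-immune IP. Normalized HS signal over HS RNAi signal had a median of 4.13 and ranged from 1.59 to 45.3. Of the 464 peaks, 365 (78.7%, 74.7 to 82.3) were depleted at least 3-fold and 462 were depleted more than Hsp83. No peak had a ratio of 1 or less. Of the alternatives, replacing the 3-fold limit by 2-fold or by the depletion at Hsp83 moved the number of depleted peaks most, to 462 each. A window of 400 bases lowered the number depleted at least 3-fold most, to 289.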

We detected 464 HSF-specific peaks after 20′ of HS (Dataset S1). 

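Dataset S1 gives a false discovery rate for each program that called a peak. The 153 peaks with an average listed rate above 0.1 had a median of 36 HS tags and 10 tags after HSF RNAi, and 65.4% (57.3 to 72.9) of them were depleted at least 3-fold. The 306 peaks at or below this rate had a median of 78 HS tags and 17 tags after HSF RNAi, and 85.9% (81.5 to 89.6) were depleted at least 3-fold.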

We recovered 118 RNAi-sensitive peaks that would have otherwise been discarded because of high false discovery rates (FDR) (Figure S3). In addition, we filtered out 310 non-specific peaks that had FDRs below 0.1 (Figure S3), because they were completely insensitive (and actually increased in intensity) to HSF-KD and exhibit comparable NHS intensity (Figure 1B). Therefore, performing ChIP-seq in cells that were depleted of HSF by RNAi increased the sensitivity and specificity of peak calling.

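The list of resistant peaks is not among the supplementary tables analysed here, so enriched regions were called again on the euchromatic arms. Windows of 240 bases in steps of 40 were tested against the pre-immune IP with a one-sided Poisson test, and those with a Benjamini-Hochberg adjusted p of at most 0.01 were joined. This gave 1164 regions, which contain 416 (90.6%, 87.6 to 93.1) of the 459 peaks of Dataset S1 on these arms. HSF RNAi depleted 337 regions at least 3-fold and 827 regions less. The number depleted less than 3-fold depended on the limit, and an adjusted p of at most 0.1 moved it most, to 2131. It also fell when any sequencing run of the HS library was left out. It was 557 without the 40-base lane 2 run, 382 without the 41-base lane 2 run and 626 without the lane 3 run. All regions called fell too, from 1164 to 853, 648 and 1023. Leaving out a run also removes tags, so these counts do not single out 1 run. At 230 of the 827 regions the normalized signal after HSF RNAi was at least that of untreated HS cells. These 230 regions hold no peak of Dataset S1, and their median signal was 109.1 normalized tags during NHS, 161 during NHS with HSF RNAi, 90.7 after HS and 159.5 after HS with HSF RNAi. Their signal differed between runs: the mean was 28.8 normalized tags in the lane 3 run of the HS library against 186 and 191 in its other runs, and 97.0 in the 39-base lane 3 run of the HS RNAi library against 286 and 291.

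**Figure D1:**
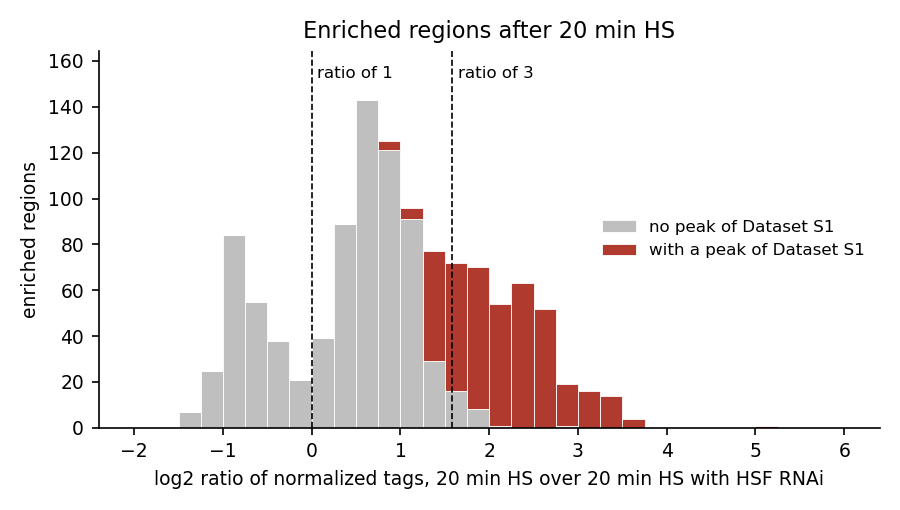
Log2 ratio of normalized tags after HS over HS with HSF RNAi (horizontal axis) for the 1164 enriched regions, counted in bins of equal width (vertical axis), in red where a region holds a peak of Dataset S1 and gray where it does not. Dashed lines mark ratios of 1 and 3, and none of the 230 regions at or left of the first line holds a peak of Dataset S1. Those peaks were selected by the authors for depletion in the same libraries.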

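Of the 337 regions depleted at least 3-fold, 318 contain a peak of Dataset S1. Of the 597 regions with a ratio between 1 and 3, 78 do. The authors selected the peaks of Dataset S1 for depletion in the same libraries, so this split is built into the list. These 597 regions had median signals of 53.6 normalized tags after HS, 30.5 after HS with HSF RNAi and 30.7 during NHS. The paper concludes from the peaks recovered and the peaks discarded that HSF depletion raised both the sensitivity and the specificity of peak calling.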

### HSF inducibly binds to a specific consensus motif

We derived a position-specific weight matrix (PSWM) [43] and generated an in vivo composite HSF binding site using all 464 HSF peaks occupied after 20′ HS (Figure 2A bottom). Greater than 95% (442/464) of the peaks contained at least one HSE (Figure 2A bottom) with a p-value below 0.001 (Figure S4 and Materials and Methods), indicating that we are primarily detecting HSF directly bound to DNA. In contrast, the distribution of HSE motifs surrounding the HSF-RNAi resistant peaks approximates random expectation (Figure S4). This analysis indicates that the majority of RNAi resistant peaks are false positives that likely result from antiserum cross-reaction with another DNA binding protein, as these peaks are not present in the pre-immune IP. 

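A matrix was built from the 441 motifs of Dataset S2 whose bases could all be read from the aligned tags, and sequences on the euchromatic arms were scored with it. It holds 13.2 bits of information, and 18.2 bits when only the 107 bound motifs with p of at most 5e-06 are used. A motif with p below 0.001 had its center within 60 bases of 436 (95.0%, 92.6 to 96.8) of the 459 peaks. The same was true of 17.2% (16.4 to 17.9) of the 10000 random regions (two-sided Fisher's exact test over regions, which are not replicates, p = 8.40e-280). With p of at most 5e-06 the shares were 27.0% of peaks and 0.07% of random regions. The matrix comes from the same peaks, so it does not provide an independent estimate of these shares.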

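Of the 827 regions depleted less than 3-fold, 278 (33.6%, 30.4 to 36.9) had a motif with p below 0.001 within 60 bases of the center, which is above the random share (two-sided Fisher's exact test, p = 1.50e-27). Restricting the set to the 230 regions with a ratio of at most 1, an alternative that reversed the direction, left 35 (15.2%, 10.8 to 20.5) with a motif (Fisher's exact test, p = 0.479), a share not distinguishable from random at this number of regions. For the 597 regions with a ratio between 1 and 3, a set chosen after the data were seen, the share was 40.7% (36.7 to 44.8). The 337 regions depleted at least 3-fold had such a motif in 89.9% (86.2 to 92.9) of cases.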

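The 230 regions with a ratio of at most 1 had a median pre-immune signal of 11.6 normalized tags, which calling them against the pre-immune IP favors. Among the 597 regions with a ratio between 1 and 3 the pre-immune median was 19.4. From the absence of resistant peaks in the pre-immune IP and the random distribution of HSEs around them, the paper proposes that the antiserum recognizes another DNA binding protein.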

Consistent with the high affinity motif derived by in vitro band shift assays [16] (Figure 2A top), the in vivo HSE is a tandem array of three oppositely oriented five base pair units: AGAAN. In vitro HSF can bind to elements containing three five base pair units, regardless of their orientation relative to one another—although the opposite orientation of three 5 base pair units bound more tightly than direct repeats [16]. 

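Reading the 441 motifs from the aligned tags, the matrix has G at position 2 in 83.7% of motifs, C at position 9 in 99.8% and G at position 12 in 100%, counted from the 5′ end of the 14-base motif on the strand given in Dataset S2. Arrays of 3 exact units, each GAA or its reverse complement TTC with 2 bases between neighbors, were then searched within 60 bases of the 459 peaks. There are 4 arrangements when either strand is allowed. The alternating array GAA TTC GAA was found at 92 peaks (20.0%, 16.5 to 24.0) and at 0.1% of random regions (two-sided Fisher's exact test over regions, p = 1.54e-116), although it has 1125 matches on the arms. Arrays of 3 direct repeats have 7707 matches on the arms and were found at 2 peaks (0.436%, 0.0528 to 1.57), against 0.71% of random regions (exact p = 0.772). The mixed arrays GAA GAA TTC and TTC GAA GAA were found at 8 and 4 peaks (1.74% and 0.871%), against 0.22% and 0.16% of random regions (exact p = 3.22e-05 and 0.0101). At the 367 peaks with no exact alternating array the mixed arrays were found at 4 (1.09%) and 2 (0.545%).

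**Figure D2:**
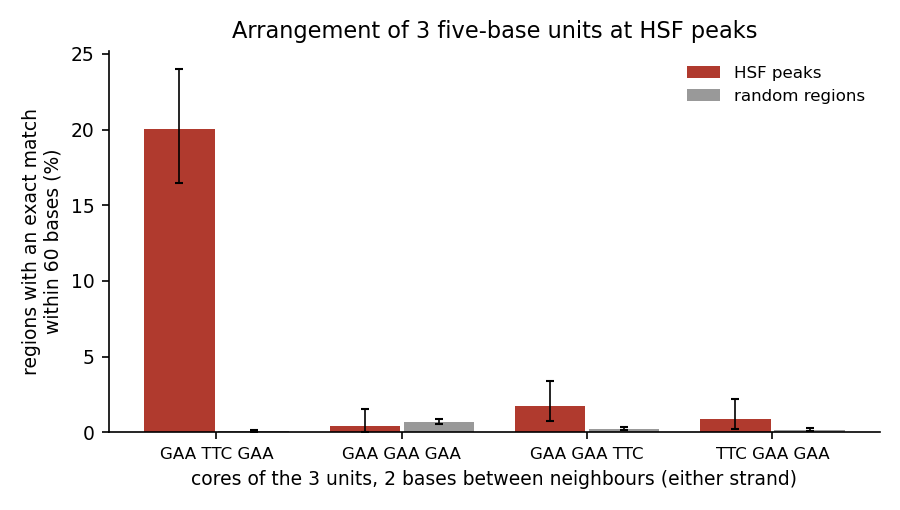
Share of regions in percent (vertical axis) with an exact match to each arrangement of 3 units (horizontal axis) within 60 bases, for the 459 HSF peaks in red and the 10000 random regions in gray, with 95% Clopper-Pearson intervals. The alternating array reaches 20.0% of peaks, and each of the other arrays is below 2% of peaks.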

Our ChIP-seq study reveals that the opposite orientation of the tandem 5 base pair units is absolutely critical for detectable binding in vivo.

**Figure 2:**
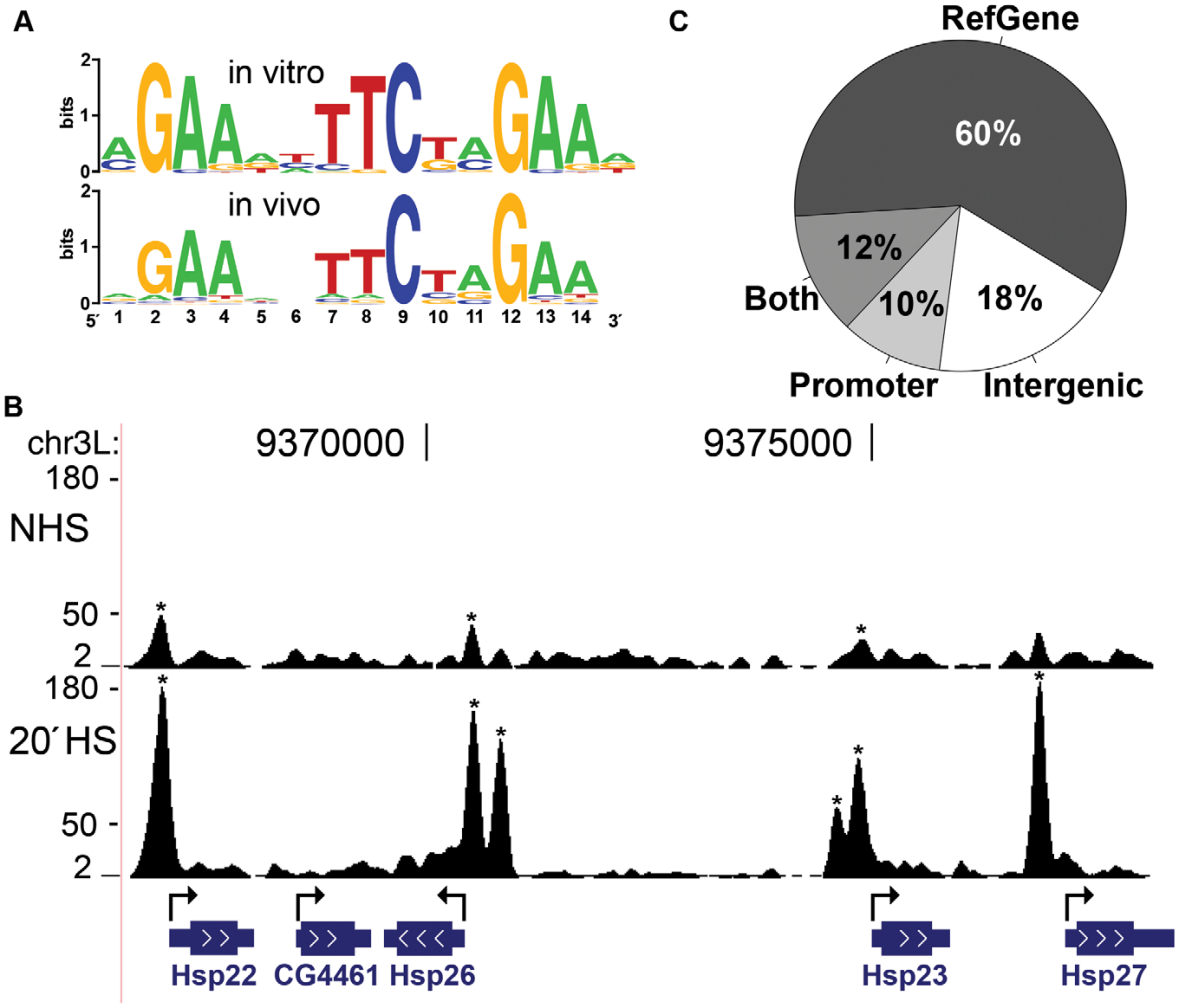
Characterization of HSF binding sites. (A) The PSWM derived from in vitro band shift assays [16] (top) and this study (bottom) are compared. Sequence logos were generated using WebLogo [93]. (B) The 67B locus harbors known heat shock protein (hsp) genes. The y-axis scale is linear (from 2 to 180) and directly comparable for each condition (shifted tags/10 bp/10 million sequences in the library). HSF binding sites, detected by our peak calling criteria (asterisks), increased in signal intensity or appeared de novo as cells were shifted from NHS to HS. (C) HSF binding sites are found within the body of RefGenes (72%: 316 sites), in the 500 bases upstream of TSS (22%: 97 sites), and within intergenic regions (18%: 81). A precise genomic sequence can be *both* within a gene and within the promoter of an upstream gene; 52 binding sites (the 12% slice) fall in this category.

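Dataset S1 lists 6 peaks beside Hsp22, Hsp26, Hsp23 and Hsp27 on 3L. The Hsp22 peak at 9367031 rose from 43 tags during NHS to 279 after HS, a normalized ratio of 5.80 (4.20 to 8.20). The Hsp26 peaks at 9370514 and 9370832 rose from 33 to 234 tags and from 15 to 176. The Hsp23 peaks at 9374591 and 9374841 rose from 8 to 84 tags and from 33 to 160. The Hsp27 peak at 9376873 rose from 28 to 247 tags. Normalized HS over NHS ratios of these peaks ranged from 4.34 to 10.5, and the lower end of every counting interval was above 2. After HS with HSF RNAi the Hsp22 peak had 39 tags and the Hsp27 peak had 33.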

At those peaks that contain HSE motifs, we inferred the HSF binding sites at base pair resolution using the consensus-binding motif derived from this study (Figure 2A bottom). If multiple HSEs were within the 442 HSE containing peaks, the motif closest to the peak center was scored as the HSF binding site (Dataset S2). Our analysis recovered all previously well-characterized HSF binding sites within the promoters of HS responsive genes (Figure 2B, Figure S2, and Dataset S3), including the multi-copy *Hsp70* gene (Figure S5). 

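The peaks of Dataset S1 with the most HS tags were at 8293675 on 3R (932 tags), at Hsp83 and at 12633214 on X (674 tags). Normalized signals at the 3R and X peaks were 9.58 times (7.80 to 11.9) and 8.14 times (6.49 to 10.3) those after HSF RNAi. The Hsp68 promoter motif at 19883116 to 19883129 on 3R had 643 tags after HS, 67 after HS with HSF RNAi and 50 during NHS. Because the lists hold uniquely aligned tags, sequence shared between the copies of Hsp70 contributes no uniquely aligned tags, and the individual copies were not analysed.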

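The motifs detected during NHS are taken here as the 20 motifs of Dataset S2 that Dataset S5 leaves out. Their median was 53 tags during NHS and 210.5 tags after HS. Per motif, the normalized HS signal over the NHS signal had a median of 2.69 (1.98 to 4.31, from order statistics) and ranged from 1.09 at the Hsp83 promoter to 6.60 at 22169517 to 22169530 on 2L. The ratio was at least 1.5 at 18 motifs and at least 2 at 14. A motif at 3193806 to 3193819 on 3L, also beside Hsp83, rose from 40 to 98 tags. No alternative moved the median out of its interval, and the largest change was to 2.11.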

We found that only 20 of the high-confidence HS peaks are detected during NHS conditions, and with a much lower density of tag counts (Figure 2B). Despite the fact that a corresponding NHS peak could not be detected at 422 of the 442 HS peaks, sequence tags are associated with these regions and signal may be above background, but below our threshold for detecting peaks. We considered that true signal should still be susceptible to HSF-KD (Figure S6) and concluded that the majority of these 422 sites are either completely devoid of HSF or contain extremely low, thus undetectable, levels of HSF under NHS conditions. 

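The ratio of NHS signal to NHS HSF-KD signal was computed at the 422 motifs of Dataset S5 and at the random regions. It was below the 95th percentile of the random regions, 2.09, at 347 motifs (82.2%, 78.2 to 85.8 over motifs, which are not replicates). Its median was 1.29 at the motifs and 0.970 at the random regions. Placing the limit at the 1% upper tail moved the share most, to 96.0%. Leaving out 1 sequencing run at a time gave shares between 73.9% (without the lane 7 run of the RNAi library) and 90.5% (without its lane 2 run). Of the 20 motifs detected during NHS, 1 was below the limit and 19 were above it. From such ratios the paper concludes that most of the 422 sites hold either no HSF or undetectable levels of it under NHS conditions.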

Taken together, our analysis reveals that HSF behaves as we expected from previous molecular analyses of particular genes [16], [17] and from comprehensive, but low resolution, cytological analyses [19]: HSF binds strictly to HSEs and these sites are absent or show drastically reduced occupancy during NHS conditions.

Previous independent reports indicate that ChIP signal intensity positively correlates with motif conformity [3], [4], [44]. 

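Conformity to the consensus was compared with signal across the 442 motifs within the HS library; motifs are not independent replicates. Spearman's rho of the motif p-value of Dataset S2 and the HS tag count was -0.103 (two-sided permutation test, p = 0.0292; 0.117 after Benjamini-Hochberg adjustment over the 4 relations computed). Pearson's r of the log10 p-value and the tag count was 0.0105 (p = 0.828, adjusted 0.936). For the ratio of HS signal to HS HSF-KD signal, rho was -0.00386 (p = 0.936) and r was 0.0441 (p = 0.356, adjusted 0.711). Under the alternatives rho stayed between -0.122 and -0.0964.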

We find, however, that HSF binding sites conforming more stringently to the PSWM contain a comparable density of sequence tags as degenerate HSF binding sites (Figure S7A and S7B), suggesting that sequence alone is not driving HSF binding affinity.

### HSF binds to only a fraction of potential motifs in vivo

Although bona fide HSF binding sites contain highly specific HSE motifs, only a small fraction of potential HSE motifs are occupied by HSF. To search for HSF-free binding sites, we employed a conservative cut-off for conformity to the consensus HSE by using a p-value of 5×10^−6^ or less [43], while ensuring that the flanking region is mappable [45]. There are 708 HSF-free motifs (Dataset S4 and Figure S8A) that meet these criteria. 

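Dataset S2 has 107 motifs with p of at most 5e-06 and Dataset S4 has 708, so the bound share is 13.1% (10.9 to 15.6). With a limit of 1e-06 there were 53 bound and 144 HSF-free motifs, a share of 26.9%. Tags of any library were present in the surrounding 400 bases of all but 6 HSF-free motifs.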

Less than 15% (107/815) of the mappable HSE motifs with a p-value of 5×10^−6^ or less are detectably bound by HSF after HS. 

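At the 708 HSF-free motifs the normalized NHS signal over the NHS HSF-KD signal was below the limit of the 5% upper tail of random regions at 667 (94.2%, 92.2 to 95.8). After HS the limit was a ratio of 2.08, and 613 motifs (86.6%, 83.8 to 89.0) were below it. Of these motifs 7 were placed there by rounding in the arithmetic, as the ratio of 18 motifs equals the limit, and without them the share is 85.6% (606 motifs). A 1% upper tail moved these shares most, to 98.7% for NHS and 95.6% for HS. The 95 motifs counted at or above the limit after HS included 2 on X with 10 HS tags and 0 after HSF RNAi, at 233323 to 233336 and at 13003418 to 13003431. The motif at 3670515 to 3670528 on 2R had 105 HS tags and 11 after HSF RNAi, and lies 163 bases from a peak of Dataset S1.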

Upon closer inspection (Figure S6), we find that HSF-free motifs are absolutely HSF-free during NHS, and these same motifs are either unoccupied or infrequently occupied after HS. In contrast, HSF-bound motifs are either very weakly occupied or unoccupied prior to HS, and show strong inducible binding after HS induction. Therefore, these two categories of motifs, HSF-free and HSF-bound, are distinct from one another and are compared below.

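The median signal of the 442 HSF-bound motifs was 26.1 normalized tags during NHS and 84.5 after HS, and the median ratio per motif was 3.20. At 13 motifs this ratio was under 1.5, among them the Hsp83 promoter, and at none was it under 1. The 708 HSF-free motifs had medians of 16.9 normalized tags during NHS and 22.0 after HS. 

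**Figure D3:**
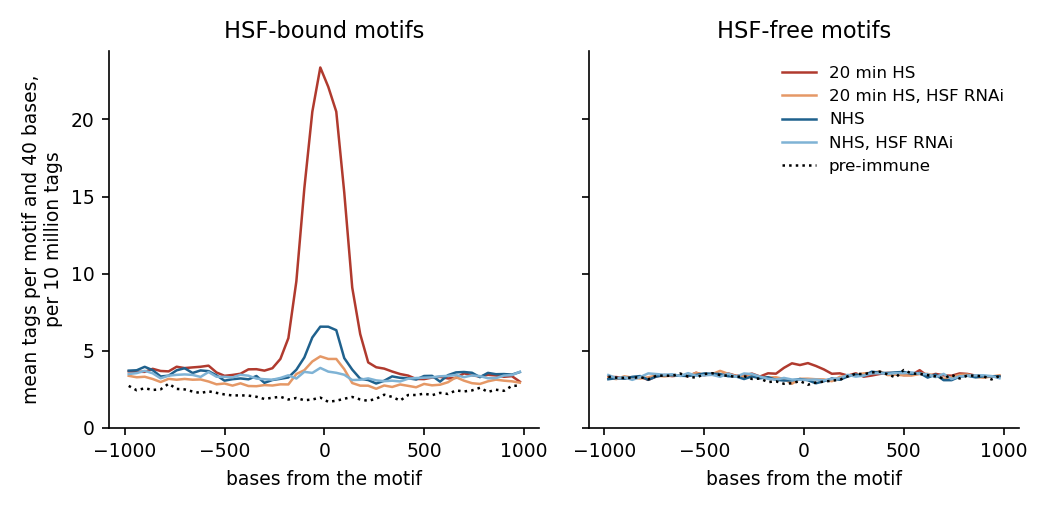
Mean normalized tags per motif in bins of 40 bases (vertical axis) against the distance from the motif in bases (horizontal axis), for the HSF-bound and the HSF-free motifs, with 1 line per library. Within 120 bases the HS line is above the other libraries around both kinds of motif, reaching 23.4 normalized tags per bin at HSF-bound and 4.20 at HSF-free motifs.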

We determined the distribution of HSF binding sites relative to annotated genes and promoter regions. Annotated genes account for 60.6% of the *Drosophila* reference genome (Figure S8B), however, 72% of the HSF-bound motifs are found within gene boundaries (Figure 2C). HSF-bound motifs within promoters (500 bp upstream of a transcription start site (TSS)) were also enriched, accounting for 22% of the total bound motifs (Figure 2C), while such promoter regions only account for 3.4% of the total reference genome (Figure S8B). In contrast, the classification of the 708 HSF-free motifs is much closer to a background distribution; 63% HSF-free motifs are within genes and 5.5% are within promoters (Figure S8A). These results indicate that HSE motifs are not simply enriched within gene and promoter boundaries, but that HSF preferentially interacts with HSEs that are present within genes and promoters.

### HSF discriminates between HSEs based on local signatures of active chromatin

We hypothesized that HSF discriminates between equivalent HSE sequences in vivo based on the chromatin landscape in which motifs reside. Previous work shows that HSF preferentially binds acetylated nucleosomes in vitro and more recently that the androgen receptor preferentially binds nucleosomes modified with methylated H3K4 in vivo [46], [47]. To determine the extent to which HSF binding is influenced by chromatin in vivo, we compared the NHS chromatin state between the motifs that become HSF-bound or remain HSF-free following HS, excluding the 20 HSF-bound motifs in which HSF was detected during NHS (Dataset S5). Using modENCODE S2 ChIP-chip data [28]–[32], we examined the composite intensity of microarray signal in the region surrounding each HSE. We found that HSF-bound motifs were generally associated with marks of active chromatin, even though these modENCODE signals were generated under NHS conditions (Figure S9). The HSF-free motifs, as a class, were neither enriched nor depleted for any particular factor, histone modification, or histone variant.

Nucleosome occupancy of potential TF binding sites generally restricts TF binding [6], [7], so we examined the distribution of histones and histone variants around HSF motifs. We expected the HSF-bound motifs to be depleted of nucleosomal H3. The composite profiles show that nucleosomal H3 is clearly not depleted (Figure 3); in fact, we observe a slight increase in H3 levels at bound HSEs compared to free HSEs. This observation is in contrast to the general inhibitory nature of nucleosomes and the previous view of HSF binding, as the small set of well-characterized HSF binding sites are devoid of canonical nucleosomes prior to HS [48], [49]. The histone variant H3.3, which associates with active genes [30], displays a peak centered on the HSE motif (Figure 3). These results indicate that HSF binding specificity is not simply dictated by nucleosome-free DNA sequence.

**Figure 3:**
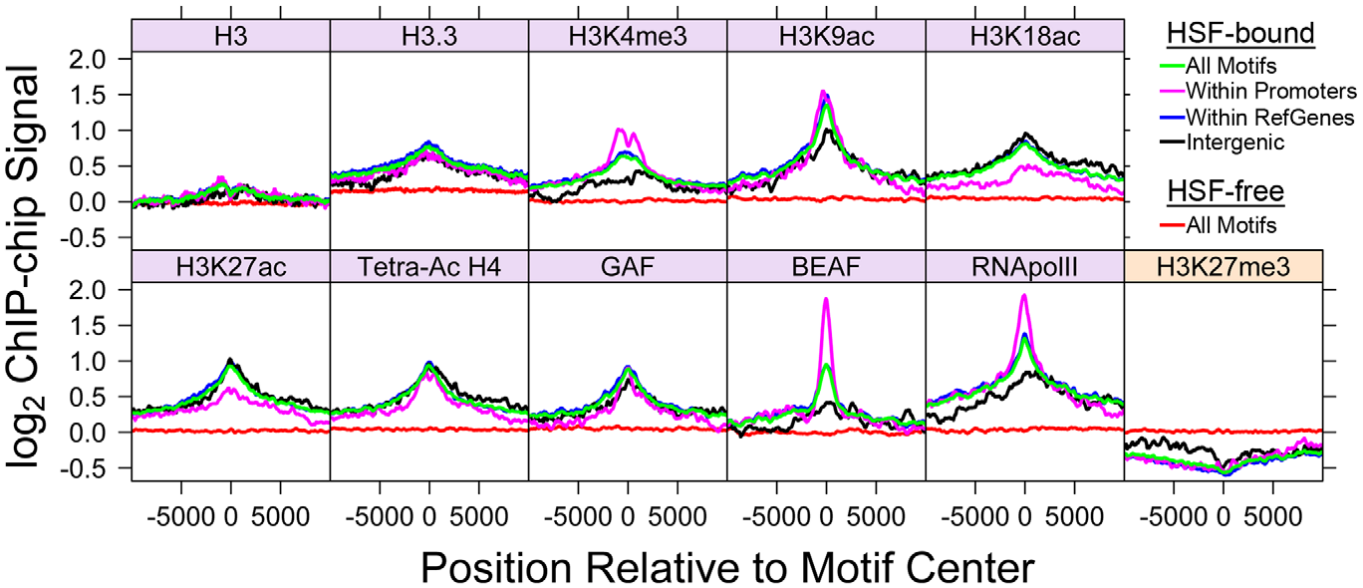
Bound HSE motifs contain marks of active chromatin prior to HSF binding. The average factor or histone modification occupancy was assigned in 100 base windows (step size of 50) around HSF-free HSE motifs (red) and HSF-bound HSE motifs (green). HSF-bound motifs are categorized by annotation class: motifs within promoters (magenta), RefGene bodies (blue), and intergenic regions (black). Canonical active chromatin marks are enriched at HSF-bound motifs (purple). H3K27me3 is depleted at HSF-bound motifs (orange).

In recent years, considerable attention has focused on the plethora of covalent histone modifications that occur on the N-terminal tails of histones, the enzymes responsible for catalyzing histone modifications, and the functional consequence of each modification. Acetylation of histone residues H3K9, H3K18, H3K27, H4K5, H4K8, and H4K16 were found to associate with HSF-bound motifs (Figure 3 and Figure S10). Each one of these acetylation marks has previously been shown to mark active chromatin [33], [50]. We find that the methylation marks H3K4me3 and H3K79me2, which associate with active genes [33], [51], are also enriched around the HSF-bound HSEs (Figure 3 and Figure S10). Mono-ubiquitylation (Ub) of H2B, a modification that is necessary for methylation of H3K4 [52], correlates with HSF-bound motifs as well (Figure S10). Conversely, marks of repressive chromatin, H3K27me3 and H3K9me3, were found to be depleted or at background levels (Figure 3 and Figure S10).

We considered that HSEs and histone marks cooperate to specify HSF binding. Transcription factors can bind acetylation and methylation marks through specific domains such as bromodomains, chromodomains and PHD domains (reviewed in [53]). For example, the MSL complex harbors a chromodomain, accounting for preferential recognition and binding of the H3K36me3 mark in *Drosophila* [9]. Interestingly, the HSF protein is devoid of all of these domains, and thus cannot be binding to DNA and histone methyl or acetyl marks cooperatively by any of these well-characterized interactions.

Comparison of HSF-bound motifs with TF binding data reveals that HSF co-localizes with factors that are associated with active transcription. The presence of Pol II is the foremost indicator of an active gene or a gene that is primed to be activated. The composite Pol II profile at HSF-bound HSEs exhibits a striking peak, even in instances where bound HSEs are within intergenic regions (Figure 3). Likewise, we observe a strong BEAF (boundary element-associated factor) signal centered on HSF-bound motifs (Figure 3). BEAF is an insulator that localizes to transcriptionally active and paused polymerase-harboring genes [32]. The multifaceted TF, GAGA Associated Factor (GAF), is associated with both paused polymerases and HSF-bound motifs [54] (Figure 3). Taken together, these profiles indicate that HSF binds to sites that contain hallmarks of open and active chromatin.

These composite profiles provide an average view of HSF-binding, which could potentially be influenced by a small population of binding sites. We used the available “Regions of Significant Enrichment” tracks from modENCODE to determine which motifs (HSF-bound or HSF-free) were present within the significantly enriched regions of a given factor or modification. We employed the Fisher exact test to determine whether HSF-bound motifs were associated with each factor compared to HSF-free motifs and vice versa (Table S1). Depicted in Figure 4 and Figure S11 are the fractions of HSEs that are present within a given region of enrichment (enriched is colored yellow, unenriched is blue). Strikingly, only 30 (7%) inducible HSF-bound sites do not contain any tested activation marks prior to HS. This analysis reveals a statistically significant association (p-value<0.05) of HSF-bound motifs with 17 different histone modifications or chromatin-bound factors that have previously been shown to be associated with active chromatin (Table S1, Figure 4, and Figure S11), regardless of whether the motifs are classified as intergenic, promoter proximal or within genes (Table S2, Table S3, and Table S4). Unlike previous genome-wide TF binding data that show the co-occupancy of many TFs and histone marks, we are able to show that these chromatin features are present before any detectable HSF binding (Figure S12).

**Figure 4:**
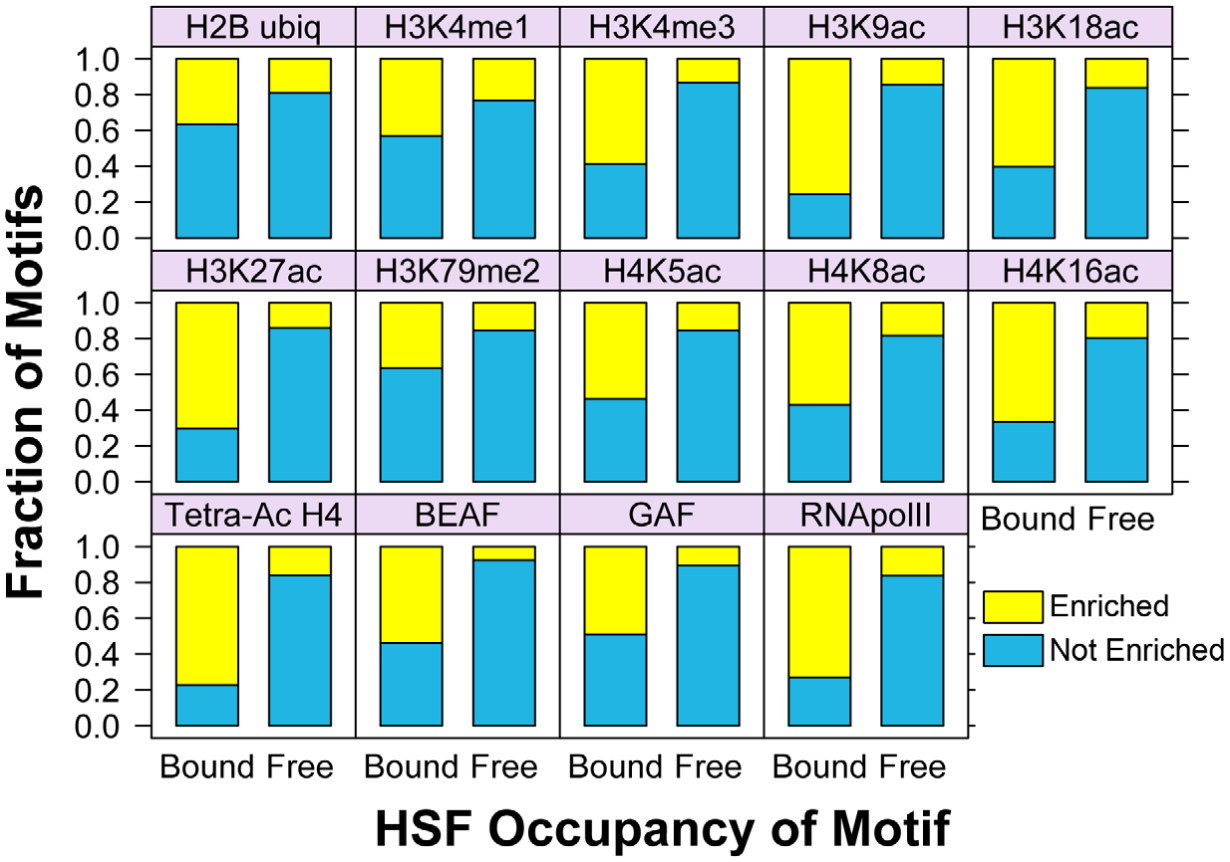
Bound HSE motifs are statistically associated with marks of active chromatin, compared to HSF-free motifs. For each factor shown, the Fisher exact test was used to determine the statistically significant association of HSF-bound motifs (left bar in each panel) with each modENCODE factor or histone modification, compared to HSF-free motifs (right bar). The yellow fraction of the bar chart represents HSF binding sites that are within regions of significant enrichment, while blue depicts all non-enriched sites.

We have shown that the presence of activation marks strongly influences the pattern of HSF binding, so we next determined whether quantitative differences in individual marks play a role in the degree of HSF binding. For each HSE that is enriched for a mark or factor in Figure 4, we compared the ChIP-chip intensity of each mark or factor during NHS to the intensity of induced HSF binding following HS. We found a modest, but significant (p-value<0.05), correlation between the intensity of BEAF, tetra-acetylated H4, and H3K18ac with HSF binding intensity (Figure S13).

Considering that the intensity of any one mark only modestly affects HSF binding, we set out to determine whether distinct patterns of TF profiles and histone modifications affect HSF binding intensity. Sets of histone modifications and TFs occur together in distinct combinations on the genome-wide scale in eukaryotic cells [18], [33], [55], [56], and this chromatin landscape can be used to predict and characterize functional regions of the genome [57], [58]. We used cluster analysis [59] to determine whether TF factors and histone modifications showed clear binding patterns at both classes of HSE motifs (Figure 5). This clustering shows that, generally, any single HSF-bound motif is enriched for many activation marks. HSF-free motifs are primarily found in regions with background levels or depleted levels of activation marks. Consistent with our composite profiles, nucleosomal H3 and H2A were not depleted at the bound HSEs prior to HSF binding and H3.3 is generally enriched. Our findings indicate that HSF-accessible chromatin is not synonymous with nucleosome vacancy, but rather, with marks of loose or active chromatin.

**Figure 5:**
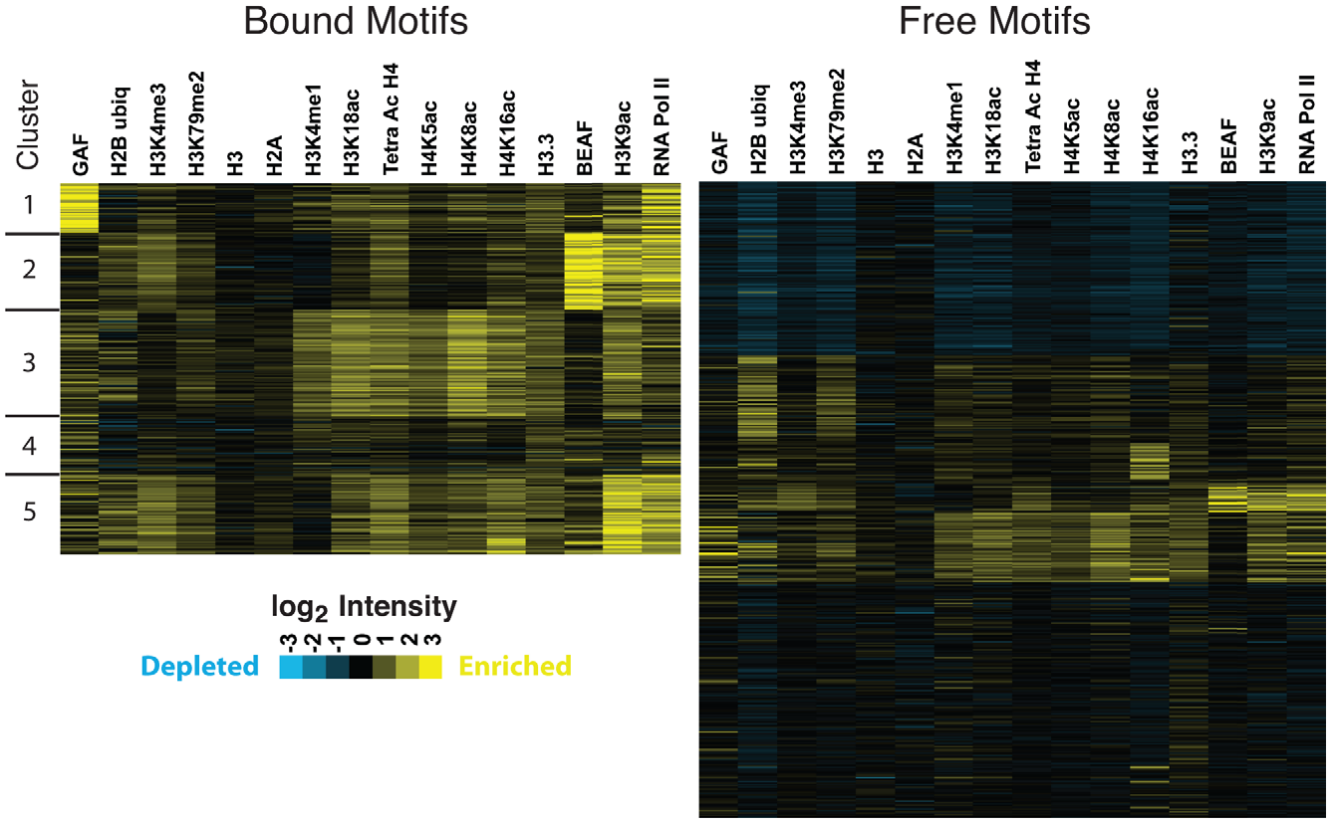
Active chromatin marks are clustered at HSE motifs. K-means clustering analysis, specifying five clusters, reveals that the histone modifications tend to occur together at HSF-bound motifs. Each motif corresponds to an individual row. Columns represent the average microarray intensity of all the probes in a 400 base window centered on the motif for a given factor or histone modification. Cluster and Treeview were used to generate and visualize the clustering data [59], [94].

Clusters are not absolutely delineated by the presence or absence of a given factor or set of factors; however, we note general properties of individual clusters. For instance, ubiquitous acetylation of histone residues and high levels of H3K4me1 characterize HSF-bound cluster three, while cluster four contains modest levels of every factor and modification tested (Figure 5). Considering that motif conformity does not significantly affect HSF-signal (Figure S7A and S7B), we tested whether clustering HSEs cleanly separated strong and weak binding sites. We observe that cluster four generally exhibits less intense HSF binding, while cluster one, which is driven by intense Pol II and GAF signal, contains stronger HSF binding sites (Figure S7C). These patterns, however, are not sufficient to account for differences in HSF binding intensity, as the HSF intensity in any p-value quartile or cluster overlaps with all other classes. Ultimately, it is likely that the rules that govern TF binding and intensity of binding are a complex nonlinear system, which results in motif accessibility.

### Chromatin landscape dictates HSF binding to a target motif

The strong correlation between open chromatin and HS-induced HSF suggests that open chromatin dictates HSF accessibility. To test this hypothesis, we directed a change in the chromatin landscape, from the restrictive to the permissive state, at an unbound HSE and then examined HSF binding following HS. HSF has been shown to selectively occupy the ecdysone inducible 75B cytological locus, only when the locus is transcriptionally “puffed”, in salivary gland cells [19]. We found an HSF-free motif that resides within the body of an ecdysone inducible gene isoform, *Eip75B,* which can be inducibly expressed in S2 cells (Figure 6A) [60]. We confirmed that this motif is minimally bound by HSF after HS, and is below the threshold for peak detection by ChIP-seq (Figure 6B). 

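The motif GGAAAATTCTAGAA at 17982272 to 17982285 on 3L, in the Eip75B region, has a motif significance of 1.18e-07 in Dataset S4. It had 17 tags after HS, 15 after HS with HSF RNAi, 13 during NHS and 10 in the pre-immune IP. The normalized HS signal was 1.18 times (0.553 to 2.53) that after HSF RNAi, so HSF binding was not detectable at this depth. The cells treated with ecdysone were not analysed here.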

Ecdysone treatment alone results in RNA Pol II recruitment to the body of the *Eip75B* gene, but does not affect HSF occupancy of the HSE motif (Figure 6B). H3K9ac and tetra-acetylated H4 increase above the background threshold (top dashed line), while H3 levels are unaffected after a 30′ ecdysone treatment (Figure 6B). Recall that prior to HS, between 70% and 80% of the HSF-bound HSEs are significantly enriched for each RNA Pol II, tetra-acetylated H4 and H3K9ac (Figure 4). A 30-minute ecdysone pre-treatment changes the chromatin landscape and allows HSF to strongly occupy the motif following HS (Figure 6B).

**Figure 6:**
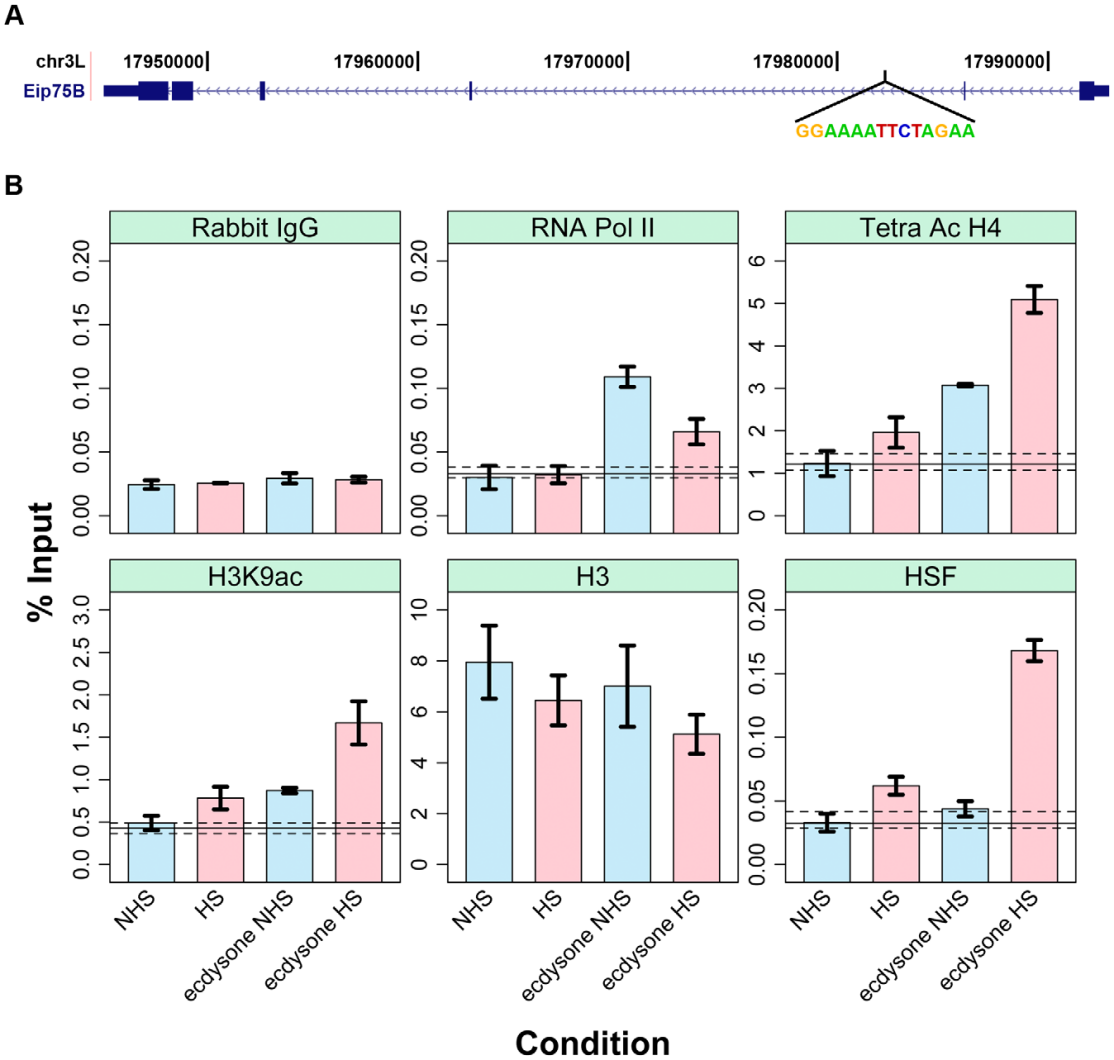
Changing the chromatin landscape converts an HSF-free motif to an HSF-bound site. (A) The ecdysone inducible gene *Eip75B* harbors an HSF motif that conforms to the consensus with a p-value of 1.2×10^−7^. (B) The blue bars represent the changes in factor and histone modification occupancy after ecdysone is added to the cells. The pink bars indicate the changes in occupancy after HS treatment in cells that were pre-treated with ecdysone. Precipitation with Rabbit IgG controls for non-specific pull-down at this site for each condition (first sub-panel) and dashed and solid lines indicate the range of background intensities for non-specific background pull-down by each antibody (see Materials and Methods) and provides an estimated threshold for assessing enrichment over background.

Pre-treatment with ecdysone, followed by HS, not only allows HSF binding at this HSE, but also causes a concomitant increase in local H4 and H3K9 acetylation and decrease in RNA Pol II intensity (Figure 6B and Figure S12). Increased acetylation of histones is consistent with HSF's ability to recruit the acetyltransferase CREB Binding Protein (CBP) to HSF bound sites [61], [62]. At first glance, it is unintuitive that RNA Pol II intensity is compromised following heat shock (Figure 6B and Figure S12). However, this molecular analysis confirms a long-standing observation that following HS, HSF has the ability to repress ecdysone inducible puffs and general protein synthesis [19], [63]. While the mechanism of HSF-mediated repression is unknown in *Drosophila*, it is tempting to speculate that HSF can act as a roadblock to RNA Pol II within the bodies of active genes (Figure S14).

### Promoter-bound HSF does not necessarily lead to gene activation

It has long been known that HSF inducibly binds to many sites and only a subset of sites are transcriptionally activated by HS [19], [64]. These studies, however, did not have the resolution to determine if HSF binding sites did not lead to mRNA production simply because HSF was not promoter-bound. In all well-characterized cases of *Drosophila* HSF-induced transcription, HSF binds to the promoter. To determine whether promoter-bound HSF is sufficient to upregulate the local gene, we measured mRNA abundance at candidate genes during NHS and after a 20′ HS (Figure 7). Note that HSF is inducibly bound at each gene after 2′ minutes of HS (Figure S15), allowing sufficient time for mRNA accumulation (reviewed in [65]). We observe a continuum of induced mRNA accumulation, from the highly induced *Hsp26* gene, to genes that are unaffected by HSF binding (Figure 7).

**Figure 7:**
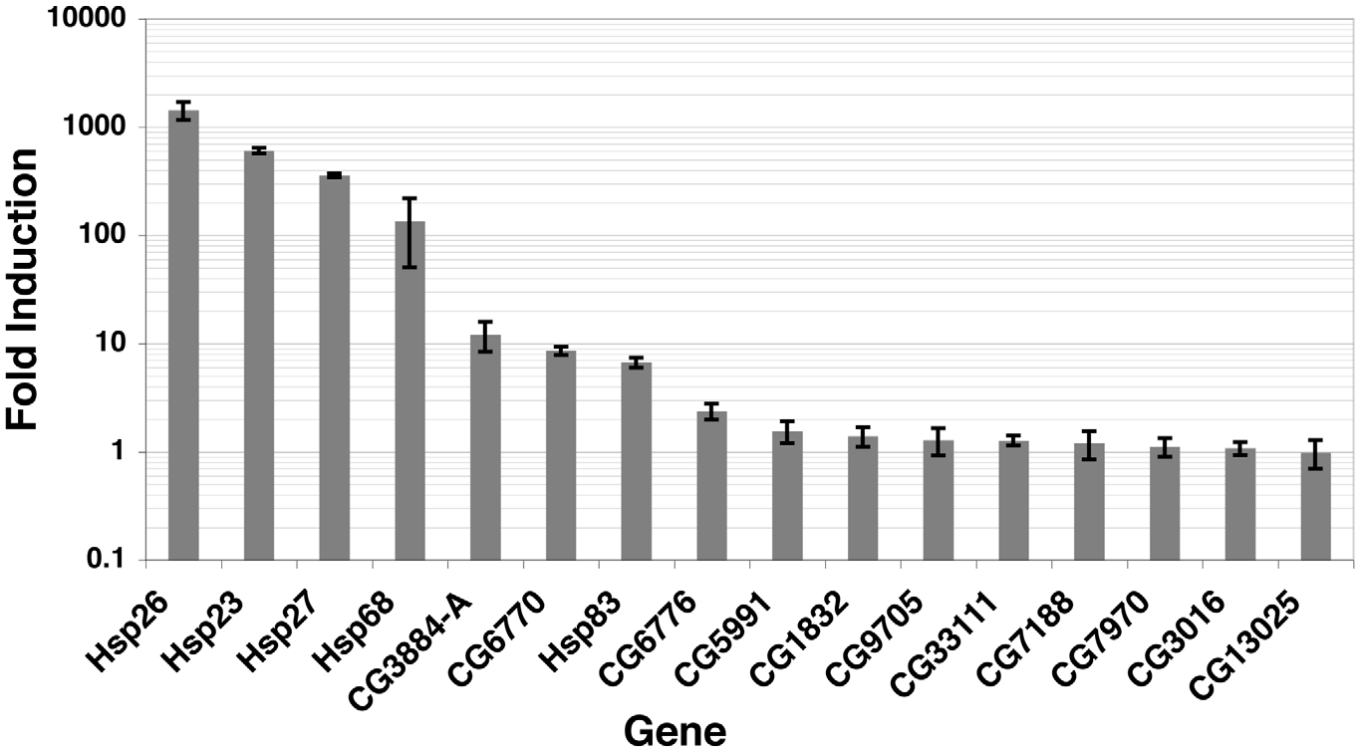
Induced mRNA accumulation after a 20′ HS shows that promoter-bound HSF has varying induction effects. Oligo dT-reverse transcribed RNA was subjected to real-time qPCR with the primers illustrated in Figure S15 (sequences available within Dataset S6), during NHS and 20′ HS conditions. All mRNA levels were normalized to *RpL32* [95] and are represented as HS mRNA levels divided by NHS levels. Three independent biological replicates and two technical replicates for each biological sample were performed.

Previous genome-wide ChIP experiments report that TF binding intensity generally correlates with functional binding [18], [66]. 

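Table S7 gives ChIP-qPCR values for 25 loci as percent of input after subtraction of the pre-immune value. They were compared with HS tags minus pre-immune tags, both normalized, in 320 bases around each motif. HS counts at these loci were between 28 and 893 tags. Across loci within 1 pair of libraries, which are not independent replicates, Pearson's r was 0.949 (two-sided permutation test, p = 1e-05, the smallest the permutations can give) and Spearman's rho was 0.85 (p = 2e-05). The r stayed at 0.933 without the 2 loci farthest from the median signal. The alternatives gave r between 0.903 and 0.947.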

The ChIP-seq signals that we observe are directly comparable to qPCR quantified ChIP material, indicating that the quantitative properties of ChIP were retained in our sample preparation (Figure S16). Because HSF acts as a potent acidic activator [67], we hypothesized that all genes that exhibit inducible and strong promoter binding of HSF would be activated. 

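The promoter motif of CG3884 at 8839955 to 8839968 on 2R had 129 tags after HS, 2 after HS with HSF RNAi and 6 during NHS. The CG6770 promoter motif at 12046211 to 12046224 on 2L had 45 tags after HS, 9 after HS with HSF RNAi and 4 during NHS. Normalized HS over HS HSF-KD ratios were 67.0 (18.2 to 559) for CG3884 and 5.19 (2.51 to 12.1) for CG6770.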

HSF can activate when bound moderately to the promoters of genes, as is the case for the CG3884 and CG6770 genes (Figure 7 and Figure S15). Surprisingly, HSF binds inducibly and intensely to the CG3016 and CG13025 promoters (Figure S15), but these mRNA levels remain unchanged (Figure 7). 

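The CG3016 promoter motif at 5774121 to 5774134 on X had a normalized HS over NHS ratio of 4.15 (2.60 to 6.91). For the motif shared by CG13025 and CG9705, at 16773192 to 16773205 on 3L, 162 tags after HS and 23 during NHS gave a ratio of 6.30 (4.06 to 10.2). On the same measure the ratio was 19.2 (8.60 to 53.4) for CG3884 and 10.1 (3.67 to 38.5) for CG6770. By HS tags CG3884, with 129, lies between CG3016, with 102, and CG13025, and CG6770, with 45, lies below them. Of the other genes of Figure 7 with a motif in Dataset S3, CG1832 had 331 HS tags, CG5991 and CG7188 had 70 each, CG6776 had 60 and CG7970 had 57. The closest HSF-bound motif to the CG33111 primers lies 17286 bases away.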

Selective activation is not unique to HSF, as both ER and p53 bind the promoters of genes in a signal-dependent manner, but transcription of some local genes remains unaffected [2], [68].

To investigate how HSF may be selectively activating local genes, we used the ChIP-chip data to look for patterns of histone modification and TF binding that separates functional promoter-bound HSF sites, which can activate gene expression, from promoter-bound HSF that does not result in gene activation. We noticed that GAF was present at many up-regulated genes, and in contrast, BEAF was present at unregulated genes (Figure S17). Previous work has shown that GAF is important for the activation of HS genes [69], but our results indicate that GAF is not necessary for HSF activation (Figure S17). BEAF has been shown to function as an insulator [31], [32]; therefore, we speculate that BEAF is blocking the activation function of HSF at unregulated genes. Previous work has implicated paused polymerase as an important criterion for activation from an *Hsp70* promoter [70]. Using promoter-proximal enriched Pol II and pausing factor (NELF) data [54], however, we did not see a significant correlation between these pausing hallmarks and activation potential using these 16 genes. In the same way that chromatin signatures affect the binding of HSF to a motif in vivo, we expect that chromatin landscape and individual gene properties act together to dictate the activation potential of activator-bound genes.

## Discussion

We present an experimental approach that increases the sensitivity and power of determining TF-bound sites by ChIP-seq, and we use this approach to characterize the binding profile for HSF under both NHS and HS conditions. Our analysis revealed that HSF binding is dependent upon an underlying HSE motif, although the primary HSE sequence is not sufficient to confer HSF binding. HSF-bound HSEs were found to be associated with a chromatin landscape that harbors active marks prior to HSF binding. Lastly, we demonstrated that promoter-bound HSF is not sufficient to activate local genes.

The ChIP-seq method is used routinely to determine genome-wide factor binding profiles; however, important controls and variations in the ChIP protocol more fully exploit this approach. Our implementation of the control RNAi knockdown of HSF allowed us to eliminate the genome-wide set of false positive signals that were resistant to this knockdown, and prevented the elimination of many true positive binding sites. Another rigorous and complementary control for specificity includes performing independent ChIP experiments with multiple antiserum preparations, each of which is affinity purified with nonoverlapping antigens [18], [38]. The details of ChIP-seq chromatin preparation can also enhance peak detection [71]–[73]. Additional crosslinking agents [74] and crosslinkers that target particular types of protein/DNA interactions, such as exclusively probing direct protein/DNA interactions with UV light [1], [75], can also augment the type and quality of information obtained by the basic ChIP-seq strategy.

The non-sequence dependent specificity observed by TFs can be explained by non-mutually exclusive mechanisms: DNA binding is specifically inhibited by repressive chromatin, aided by active chromatin, or mediated by cooperative interactions with chromatin factors. Here, we report that repressive marks contribute minimally to restrict HSF binding, as only a small fraction of HSF-free motifs are associated with repressive chromatin (Figure S11). Additionally, we observe that chromatin containing background levels of active and repressive marks is unfavorable to inducible HSF binding—the default state of an in vivo HSE can be considered inaccessible. In contrast, HSF inducibly binds to sites that contain TFs and marks of active chromatin prior to HS induction. We have shown that the chromatin landscape can be modified to the permissive state and result in recognition and binding of a previously unbound HSE. This result suggests that HSF does not primarily function to bind DNA cooperatively with other factors, but simply co-occupies the same regions as other TFs, due to the accessible nature of the DNA. These results provide a framework for understanding the binding selectivity of HSF, and we look forward to mechanistic studies that solidify the rules of in vivo binding specificity.

Activators are generally thought to bind to promoters and recruit either Pol II or coactivators to produce productively elongating Pol II. HSF recruits the acetyltransferase CREB Binding Protein (CBP) and a methyltransferase, Trithorax, directly to HS genes [61], [62]. Paradoxically, this study shows that the chromatin landscape at HSF binding sites contains considerable histone acetylation and methylation prior to detectable HSF binding. HSF recruits these enzymes after HS to broaden the domain or increase the level of histone modifications (Figure 6 and Figure S12). Another, non-mutually exclusive, possibility is that cofactors other than histones are the functional targets of recruited transferases. Although we describe the landscape at HSF binding sites prior to HS, it still remains unclear which factors are responsible for setting up or maintaining the accessibility of these motifs. Furthermore, many HSF-binding sites are probably passively occupied because they happen to be accessible and HSF binding is non-deleterious [76], but these sites likely have no function in the HS response. The global chromatin landscape is dynamic throughout development and environmental changes; therefore, we expect that the HSF binding profile at non-functional sites is dynamic as well. Nonetheless, the HS response is a ubiquitous cellular response, so functional sites are likely to be evolutionarily constrained at the sequence level [77], [78], and actively maintained in the accessible state at the level of chromatin organization.

The maintenance of functional HSF binding sites may be occurring as a result of a specific class of activators. Non-traditional activators, such as GAF, are known to recruit cofactors that establish an accessible chromatin state, as opposed to directly activating transcription of the local gene (reviewed in [79]). This general mechanism has been characterized at the *phaseolin* gene in *Arabidopsis* [80] and at the *PHO5* gene in yeast (reviewed in [81]). Taken together, this suggests a step-wise process whereby a repressed site can be potentiated for activator binding and subsequently activated. Additionally, it has been shown that active marks are not simply a product of transcription, as the active marks that are associated with intergenic DNaseI hypersensitive sites and putative enhancers are not correlated with respective gene expression [33]. Our results suggest that the landscape may be marked with active histone modifications to allow binding of activators that can stimulate transcription; therefore, the presence of a modification would not be expected to correlate with gene expression if the activator has yet to bind. Further investigation of activator binding sites during non-induced conditions will determine the generality of this observation.

Our candidate gene analysis shows that HSF is not sufficient to activate local genes. Although inducibly activated genes are occupied by their cognate transcriptional activator near the TSS [4], [82]–[84], it remains unclear how the majority of activators discriminate between locally bound genes to selectively activate. Strikingly, Caudal exhibits promoter element-specific activation, specifically activating genes that contain the Downstream Promoter Element (DPE) [85]. Previously, we presented evidence that the presence of a paused polymerase facilitates activation from an *Hsp70* promoter [70], but it is unclear whether or not this is true for the majority HSF-inducible genes. Combinations of promoter features and gene properties are likely necessary for activation. One certainty, however, is that the recent emergence of genome-wide expression and binding data makes the characterization of complex regulatory mechanisms more exciting and promising than ever.

## Materials and Methods

### ChIP

The ChIP protocol has been previously described [86]. In short, S2-DRSC (lot 181A1) cells were grown in Schneider's media with 10% FBS (lot ASD29137), consistent with modENCODE experiments. Heat shocked cells were instantaneously shifted to 36.5°C by the addition of an equal volume of 48°C media to the 25°C culture. Heat shocked cells were instantaneously cooled to room-temperature and crosslinked with a final concentration of 2% paraformaldhyde for one minute; this shorter duration of crosslinking with higher concentration of paraformaldehyde was found to increase the signal-to-noise ratio. Instant cooling to room temperature and immediate crosslinking allows the heat shock and NHS samples to be crosslinked at the same efficiency and directly compared. We cannot strictly rule out the possibility that instantaneous cooling cells to room-temperature for one minute contributes to the recovery and dissociation of HSF at lower affinity sites, including the 708 HSF-free sites. However, paraformaldehyde penetrates cells quickly to effectively block further cellular changes, and HSF's DNA binding activity is only modestly affected even after a 30 minute recovery from HS [87]. Crosslinking was quenched by the addition of glycine to a final concentration of 250 mM and the extract was sonicated as previously described [86], but for three-times the duration to increase enrichment [88]. The Protein-A beads were blocked with BSA (1 mg/ml) and Polyvinylpyrrolidone (1 mg/ml) prior to the IP and freshly thawed antiserum was used for each IP, which also increased signal compared to noise.

### Illumina sample preparation

The sample preparation was previously described [89], with some modifications. Only one size selection, after adapter ligation, was performed. Thirteen cycles of PCR were performed. Quant-iT Pico Green (Invitrogen) staining was used to quantify the DNA sample. Samples were submitted to the Cornell DNA Sequencing and Genotyping Lab and run on the Illumina Genome Analyzer II.

### RNAi

RNAi-mediated HSF knockdown was performed as previously described [69]. Primer sequences are available within Dataset S6.

### Peak Calling

Sequence tags were aligned to the *Drosophila melanogaster* April 2006 release of the reference genome using MAQ [90]. We considered those tags that aligned uniquely with less than 4 mismatches. A summary of the sequencing tag counts and unique alignment counts for each condition are supplied in Table S5. The text files containing raw sequence tags and uniquely aligned tags were deposited into NCBI's Gene Expression Omnibus (GEO) [91], accession number GSE19025. Two programs [41], [42] (referred to as MACS and SPP, respectively) were independently used to call peaks with the MAQ mapped sequences for each experimental condition. The parameters we used for each program are indicated in Figure S3. The Subpeaks package was further used to dissect the few areas of broad MACS enrichment. Using SPP, we determined that we achieved saturation at this depth of sequencing. Either of two criteria was used to consider a peak RNAi-sensitive: 1) a peak coordinate was called in both the experimental and RNAi dataset and the peak is depleted in the RNAi data more than the *Hsp83* promoter depletion; 2) a peak was only called in the experimental dataset and the corresponding region of the RNAi dataset was depleted by at least 3-fold. The intensity used to calculate depletion was defined by the normalized tag count of mapped 5′ ends in the 240 base window centered on the experimental peak center coordinate. SPP and MACS were considered to have called the same peak if the SPP peak center was within the Subpeak enrichment boundary or the broader MACS enrichment boundary. The window that corresponds to the 60 bases flanking each peak center was used as input for MEME [43]. MAST and Tallymer were used in conjunction to determine the 100% mappable (for 40mer tags in the 400 bp window centered on the motif) HSF-free motifs [43], [45].

### Chromatin Landscape Data

The individual labs that generated the chromatin landscape data also validated their results. Table S6 provides the respective modENCODE ID or GEO accession number for each dataset used in this study.

### Ecdysone Treatment

*Drosophila* S2 cells were treated with 1000×20-hydroxyecdysone (20E) in 2% ethanol, at a final concentration of 1 µM for 30 minutes. ChIP was performed immediately after 30 minutes of 20E, for the NHS treated cells, or after a 20 minute HS. Two independent experimental replicates were performed for “20E/NHS” and “20E/HS”. Control cells were treated with 2% ethanol as the vehicle. Two independent control samples were performed, and the values were compared to a no treatment control. Vehicle treatment was comparable to no treatment, so we combined the measurements for a total of three independent biological replicates for both NHS and HS conditions. The error bars indicate the standard error of the mean. Importantly, we calculated two important background measurements. First, we performed ChIP with Rabbit IgG for each condition, to control for non-specific pull-down by IgG or beads. Secondly, we performed ChIP-qPCR at eight regions where each factor or modification is not enriched in untreated conditions [29], which controls for non-specific background pull-down by each antibody. Generally, the background IP by histone modification antibodies is high as measured by raw percent input, presumably do to cross reaction with unmodified histones, so this measurement is necessary in order to assign a threshold for enrichment in ChIP-qPCR assays (the top dashed line).

### mRNA Reverse Transcription

RNA levels were measured as previously described [92].

### Real-Time qPCR

Dataset S6 contains the primer sets that were used for measuring mRNA abundance. Table S7 contains the primer sequences that were used for ChIP-qPCR.

## Supporting Information

Figure S1 Experimental replicates correlate as measured by Pearson correlation coefficient. 

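Runs rather than experiments can be told apart in the deposited lists. Counting tags in 300 bases at each of the 464 peaks, Pearson's r between pairs of runs was 0.893 to 0.952 in the NHS library and 0.855 to 0.961 in the HS library. It was 0.599 to 0.925 in the HS RNAi library, 0.399 between the 2 runs of the NHS RNAi library and 0.462 to 0.534 in the pre-immune library. Spearman's rho was lower in the NHS library (0.549 to 0.667) and the HS library (0.645 to 0.832). It was also lower in the HS RNAi library (0.320 to 0.602) and the pre-immune library (0.368 to 0.393). Between the NHS RNAi runs rho was higher than r, at 0.546. These values describe runs across peaks and are not taken as replicate correlations.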

The normalized density of tag counts for each peak coordinate is calculated by dividing the tag counts in the 300 base window centered on the HS peak summit by the sum of the tag counts in all peak windows. The density values were plotted against one another and the Pearson coefficient was calculated. Note that the *Hsp83* promoter has the highest density of tag counts during NHS.
(0.63 MB TIF) Click here for additional data file.

Figure S2 UCSC Genome Browser screen shot of the *Hsp83* gene, which harbors the highest affinity HSF binding site. The HSF intensity at the *Hsp83* promoter of HSF-depleted cells decreases to less than 70% of untreated cells, for both NHS and 20′ HS conditions. The y-axis scale is linear (from 3 to 350) and directly comparable between all plots (shifted tags/10bp/10 million sequences in the library).
(1.54 MB TIF) Click here for additional data file.

Figure S3 Peak calling workflow. Two peak calling programs were used to call peaks with relaxed parameters. All peaks were filtered based on their sensitivity to HSF-RNAi depletion. Without the HSF-RNAi control data, we would have obtained 310 RNAi-resistant false positive peaks and discarded 118 RNAi-sensitive lower confidence peaks. SPP and MACS called 333 of the same peaks and 131 peaks were unique to either program.

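Median HS counts were 73 tags for the 333 peaks called by both programs and 36 for the 131 called by 1. Of the latter, 106 came from MACS or its subpeaks and 25 from SPP. Depletion of at least 3-fold was found for 86.8% (82.7 to 90.2) of the peaks called by both programs and for 58.0% (49.1 to 66.6) of those called by 1.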

(1.09 MB TIF) Click here for additional data file.

Figure S4 HSE distribution relative to peaks. We determined the distance (in bases) between the program-called peaks, or a randomly chosen euchromatic reference genome coordinate, and the closest HSE with a p-value below 0.001. The probability distribution function for each panel is colored red; the cumulative distribution function for each panel is shaded grey. 

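The distance from each peak to the nearest motif of Dataset S2 was measured here between centers. It was at most 20 bases for 386 of 464 peaks (83.2%, 79.5 to 86.5).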

More than 85% (400/464) of the RNAi-sensitive peaks have a motif within 20 bases; more than 95% (442/464) of the RNAi-sensitive peaks have a motif within 60 bases. In contrast, the distribution of HSEs relative to RNAi-resistant peaks mirrors the distribution of motifs relative to randomly chosen regions.
(2.18 MB TIF) Click here for additional data file.

Figure S5 Inducible binding of HSF to *Hsp70*. In *Drosophila* S2 cells there are five copies of the most well-characterized HS responsive gene, *Hsp70* (Gilmour and Lis, 1986). Due to complications in mapping sequence reads uniquely at these genes, we show the average intensity of HSF binding on a composite *Hsp70* gene. The y-axis scale is normalized to the six *Hsp70* genes in the reference genome and directly comparable between all plots (shifted tags/10bp/10 million total, uniquely and non-uniquely alignable, sequences in the library). The conspicuous peak seen in the preimmune-IP corresponds to the paused RNA Pol II of *Hsp70*; this peak is likely the result of a residual strong Sono-seq peak, which are found to co-associate with Pol II [73]. Gilmour DS, Lis JT. (1986) RNA polymerase II interacts with the promoter region of the noninduced *Hsp70* gene in *Drosophila melanogaster* cells. Mol Cell Biol 6: 3984-3989.
(1.62 MB TIF) Click here for additional data file.

Figure S6 The majority of motifs occupied by HSF during HS are not sensitive to HSF-depletion during NHS conditions. For the NHS condition, we compared the ratio of experimental signal to HSF-KD signal (designated “Ex/KD”) at the 422 HS peaks that were not detected under NHS conditions. Signal is defined as the normalized tag count of mapped 5′ ends in the 240 base window centered on the motif (or random) coordinate. The distribution of Ex/KD ratios for these 422 regions under NHS is similar to the NHS Ex/KD ratio for random regions; however, there is a noticeable shoulder and slight positive shift in the distribution indicating that a fraction of the HSF-bound sites contain extremely low signal that is not sufficient to call peaks, but it is still somewhat sensitive to HSF-depletion. Note that 82% of the NHS HSF-bound ratios are found below the 5% upper tail of the random distribution, indicating that the vast majority of the signal at these sites is not sensitive to HSF depletion and thus the signal observed is likely background. In contrast, 0.5% of the HSF-bound peaks found during HS fall below the 5% upper tail of the random distribution. 

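Normalized HS signal over HS HSF-KD signal was below the limit at 3 of the 442 motifs of Dataset S2 (0.679%, 0.140 to 1.97) and at 2 of the 422 motifs of Dataset S5 (0.474%), the latter count having been chosen after the data were seen. The peaks under these motifs were selected by the authors for HSF RNAi sensitivity in the same libraries, so a small share is built into the list. A 1% upper tail moved the share most, to 21.3%, and leaving out the sequencing runs in turn gave 0.905% to 10.9%, the highest without the 41-base lane 2 run of the HS library.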

We anticipated that HSF is weakly bound to a fraction these sites during NHS, as the monomeric version of HSF has a double-digit nanomolar dissociation constant for a single NGAAN DNA sequence (Kim et al., 1994); likewise, a small fraction of HSF is likely trimerized and bound to full HSE motifs, as the dissociation constant for trimer-to-monomer separation of HSF is on the order of double-digit micromolar (Zhong et al., 1998; Zhong et al., 1999). The Ex/KD ratio plot for the 708 HSF-free motifs is also shown for HS and NHS conditions. We compared the Ex/KD signal ratios for the NHS and HS conditions at these HSF-free motifs to the ratios at random regions. The NHS distribution of Ex/KD ratios for these 708 motifs is similar to the HS Ex/KD ratio for random regions, but the HS distribution is slightly shifted to higher ratios and a shoulder is observed, suggesting that a small fraction of undetectable HS peaks may be weakly bound by HSF following HS. Kim SJ, Tsukiyama T, Lewis MS, Wu C. (1994) Interaction of the DNA-binding domain of *Drosophila* heat shock factor with its cognate DNA site: A thermodynamic analysis using analytical ultracentrifugation. Protein Sci 3: 1040-1051. Zhong M, Orosz A, Wu C. (1998) Direct sensing of heat and oxidation by *Drosophila* heat shock transcription factor. Mol Cell 2: 101-108. Zhong M, Kim SJ, Wu C. (1999) Sensitivity of *Drosophila* heat shock transcription factor to low pH. J Biol Chem 274: 3135-3140.
(0.91 MB TIF) Click here for additional data file.

Figure S7 Distinct sets of bound HSEs have modest effects on HSF binding intensity. (A) We separated bound HSEs based on their p-value for the 20′ HS samples; then we counted sequence tags in the 240 base window centered on the motif, normalizing for the number of motifs in the window. The top two quartiles, which have the most significant p-values, generally have more tag counts than the less significant quartiles. 

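By quartile of the p-value in Dataset S2, motifs had medians of 65, 70, 55 and 52 HS tags, from the most to the least significant quartile (n = 107, 111, 103 and 121 motifs). The interquartile range was 44.5 to 97.5 tags in the most significant quartile and 37 to 85 tags in the least.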

(B) The composite HSE motif for each p-value quartile is illustrated using WebLogos [93]. (C) Clustered sets of HSF-bound motifs (Figure 5) were analyzed in the same manner as panel (A).
(1.41 MB TIF) Click here for additional data file.

Figure S8 The distribution of unbound HSEs mirrors sequence annotation classes. (A) The 708 HSF-free motifs (Dataset S4) are found within gene annotations (446) and promoters (39). There are 13 unbound HSEs that are present *both* within a promoter and a RefGene body. The composite HSE for all 708 HSF-free motifs is illustrated using WebLogos [93]. (B) The sequence annotation class composition of the reference genome.
(1.22 MB TIF) Click here for additional data file.

Figure S9 ModENCODE ChIP-chip signals are directly comparable to NHS ChIP-qPCR signals. ModENCODE ChIP-chip signals were plotted against ChIP-qPCR intensities for both NHS (A) and HS (B) conditions. These plots confirm that the modENCODE experiments were performed under unstressed conditions that are comparable to our experiments. These plots in panel (A) show that the intensities of the modifications are correlated between modENCODE and our NHS data at 10 HS-inducible HSEs. We also performed the same correlation test with HS cells and we see considerably decreased correlations, consistent with HSF's ability to repress transcription genome wide [19], [63] and recruit the acetyltransferase CBP, which primarily acetylates H4 (Ludlam et al., 2002). The Pearson correlation coefficient is indicated in the top-left of each panel. Ludlam WH, Taylor MH, Tanner KG, Denu JM, Goodman RH, et al. (2002) The acetyltransferase activity of CBP is required for wingless activation and H4 acetylation in *Drosophila melanogaster*. Mol Cell Biol 22: 3832-3841.
(1.24 MB TIF) Click here for additional data file.

Figure S10 Factor occupancy around HSE motifs. The average factor occupancy in 100 base windows (step size of 50) around HSF-free HSE motifs (red) and HSF-bound HSE motifs (green). HSF-bound motifs are categorized by annotation class: motifs within promoters (magenta), RefGene bodies (blue), and intergenic regions (black). Enrichment at HSF-bound motifs is depicted by pastel purple, all others are colored orange.
(1.67 MB TIF) Click here for additional data file.

Figure S11 HSF-bound HSE motifs are associated with marks of active chromatin. The fraction of both bound and unbound HSEs in regions of significant enrichment for a given factor or histone modification. Fisher's exact test was used to determine the association between either HSF-bound or HSF-free motifs and each modENCODE factor or histone modification (Table S1). The yellow fraction of the bar chart represents HSF binding sites that are in regions of significant enrichment, while blue depicts all non-enriched sites. A small fraction of HSF-free motifs are statistically associated with marks of repressed chromatin (Polycomb, H3K9me2, H3K9me3, H3K27me3, and H3K36me3).
(1.28 MB TIF) Click here for additional data file.

Figure S12 H3K9 acetylation, tetra-acetylated H4 and RNA Pol II are enriched at inducibly bound HSEs in our NHS cell populations. (A) We performed ChIP-qPCR for RNA Pol II, H3K9ac, H4TetraAc *and* HSF in cells for a subset of HSF-binding sites (Figure S10) that were shown to contain RNA Pol II, tetra-acetylated H4 and H3K9ac in modENCODE experiments. Under NHS conditions, HSF is undetectably bound, but the activation marks are present. The blue and pink bars represent NHS and 20′ HS occupancy, respectively, for each factor. Precipitation with Rabbit IgG controls for non-specific pull-down at this site for each condition (first sub-panel) and dashed and solid lines indicate the range of background intensities for non-specific background pull-down by each antibody (see Materials and Methods) and provides an estimated threshold for assessing enrichment over background. Taken with Figure S10, we conclude that the modENCODE conditions and our conditions are directly comparable. (B) Enlargement of Tetra Ac H4 and H3K9ac plots in panel (A).
(2.94 MB TIF) Click here for additional data file.

Figure S13 The intensity of activation marks prior to HS modestly correlates with induced HSF binding levels. At those sites that were enriched for a given mark or factor in Figure 4, the modENCODE ChIP-chip intensities for each HSE were correlated to the HSF binding intensity after HS. ChIP-chip intensity is defined as the average microarray intensity of all the probes in a 400 base window centered on the motif. HSF binding intensity is defined as the number of tags whose 5′ ends map in the 240 base window centered on the HSE. The Pearson correlation coefficient is indicated in the top-left of the panel. Only BEAF, tetra-acetylated H4 and H3K18ac had significant correlations with p-values below 0.05.
(1.26 MB TIF) Click here for additional data file.

Figure S14 HSF may act as a roadblock to RNA Pol II. We perform RNA Pol II ChIP-qPCR at sites flanking the HSE shown in Figure 6. The widths of the bars span the genomic coordinates of the qPCR amplicons. After ecdysone treatment, there are comparable amounts of RNA Pol II at each site; however, there is a modest depletion of RNA Pol II downstream of the HSE following HS. This finding lends support a model whereby HSF can act as a roadblock to repress transcription.
(7.02 MB TIF) Click here for additional data file.

Figure S15 Promoter-bound HSF has varying induction effects. Each gene from Figure 7 is inducibly bound by HSF as early as 2 minutes after heat shock (the top track of each panel). The RT-qPCR assay in Figure 7 was performed after 20 minutes of HS, which allows 18 minutes for mRNA accumulation. The qPCR primers for assaying mRNA levels are illustrated above the gene annotation.
(3.89 MB TIF) Click here for additional data file.

Figure S16 ChIP-seq quantification recapitulates ChIP-qPCR intensities. The ChIP-seq peaks at 25 loci, representing a wide range of intensities, were quantified by normalizing the tag count density in the 320 base window centered on the HSE motif. The corresponding region was quantified by qPCR, using IPed DNA from an independent biological replicate that did not undergo size selection or amplification. The primers for qPCR and the intensities for ChIP-seq and ChIP-qPCR are listed in Table S7.
(7.57 MB TIF) Click here for additional data file.

Figure S17 Chromatin landscape at HSF-bound promoters. Each HSF-bound promoter corresponds to an individual row. Rows are arranged from top to bottom by decreasing fold-induction after HS (Figure 7). Columns represent the average microarray intensity of all the probes in a 400 base window centered on the motif for a given factor or histone modification.
(2.24 MB TIF) Click here for additional data file.

Table S1 Fisher statistic comparing the association of all HSF-bound and all HSF-free motifs with each modENCODE factor.
(0.04 MB XLS) Click here for additional data file.

Table S2 Fisher statistic for promoter associated motifs.
(0.04 MB XLS) Click here for additional data file.

Table S3 Fisher statistic for motifs within annotated genes.
(0.04 MB XLS) Click here for additional data file.

Table S4 Fisher statistic for intergenic motifs.
(0.04 MB XLS) Click here for additional data file.

Table S5 Sequence tag counts and unique alignment counts for each condition.

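Table S5 counts the sequences obtained for each condition and those that align to a unique position. The deposited lists hold exactly the numbers of unique alignments in the table. They are 49.5% of the sequences for NHS, 53.6% for NHS with HSF RNAi, 49.1% for HS, 46.8% for HS with HSF RNAi and 31.2% for the pre-immune IP.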

(0.03 MB XLS) Click here for additional data file.

Table S6 ModENCODE identification number or GEO accession number for each modENCODE dataset used.
(0.04 MB XLS) Click here for additional data file.

Table S7 Primer sequences for ChIP-qPCR and the raw intensity values for ChIP-seq and ChIP-qPCR.

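Table S7 gives a ChIP-seq count for each of its loci. Counting the HS tags within 160 bases of the listed center, the number was within 0.5 tag of the table at 18 of 25 loci, and the largest difference was 6 tags.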

(0.04 MB XLS) Click here for additional data file.

Dataset S1 464 program called, RNAi-sensitive HSF peaks.
(0.04 MB TXT) Click here for additional data file.

Dataset S2 442 HSE motifs found underlying the 464 peaks.
(0.02 MB TXT) Click here for additional data file.

Dataset S3 97 HSF-bound motifs found 500bp upstream of annotated TSSs.
(0.00 MB TXT) Click here for additional data file.

Dataset S4 708 HSF-free motifs.
(0.03 MB TXT) Click here for additional data file.

Dataset S5 422 HSF-bound motifs whereby HSF is not detected under NHS conditions.
(0.02 MB TXT) Click here for additional data file.

Dataset S6 Primer sets for HSF-RNAi and mRNA quantification.
(0.00 MB TDS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

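HSF was measured by ChIP-seq in S2-DRSC cells under NHS (25°C) and after 20 min of HS (36.5°C), each with and without HSF RNAi, and a pre-immune IP was made after 20 min of HS. The authors sequenced the libraries on a Genome Analyzer II, aligned the tags with MAQ and kept those that align to a unique position with at most 3 mismatches. They deposited 1 list of aligned tags per condition. The HSF antiserum lists pool 2 experiments each and the pre-immune list holds 1. The unit of each list is a single aligned tag with its position and strand, and the values are not normalized. The mapping quality score in the deposited lists was given by the aligner and has a lowest value of 1. It was used only in an alternative that keeps tags with a score of at least 30. The number of tags in every list was checked against the unique alignments of Table S5 and equals them. Tags were 39 to 41 bases long.

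The lists hold between 5155635 and 7552601 tags, of which 94.3% to 94.9% lie on the euchromatic arms. In 1 kb bins away from the peaks of Dataset S1 the median was 40 tags in the pre-immune IP and 50 to 59 tags in the other libraries. At this depth the median peak of Dataset S1 had 59 HS tags and 14 HS tags after HSF RNAi in 240 bases. The confidence level of intervals is 95%. Shares and ratios of counts have exact binomial (Clopper-Pearson) intervals, a ratio being conditioned on the sum of its counts. Medians have intervals from order statistics. Intervals of correlations use Fisher's transformation.

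Each tag was represented by its 5′ end. Tags were counted in 240 bases, as in Materials and Methods, and scaled to 10000000 aligned tags of the library. Ratios over sets of sites had a pseudocount of 1 tag added to each count. The random set is 10000 windows drawn uniformly from the euchromatic arms (seed 1) that hold at least 1 tag in the 5 libraries together. Enriched regions were called in windows of 240 bases in steps of 40. The HS count was compared by a one-sided Poisson test with the largest of the genome mean, the scaled pre-immune count of the window and that of the surrounding 5 kb, with a Benjamini-Hochberg limit of 0.01. A region was called resistant where HSF RNAi depleted it less than 3-fold.

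No reference genome of the release used by the authors was at hand. Sequences were therefore read from the aligned tags of the 5 libraries, which give 91.4% of the bases of the arms. The motif matrix was built from the 441 motifs of Dataset S2 with a complete sequence, and its p-values were computed against the base composition of the arms. Coordinates of genes were found by placing the primers of the supplementary tables on these sequences. The Hsp83 peak is the peak with the most HS tags within 5 kb upstream of its primers. Shares of regions with a motif were compared by Fisher's exact test, two-sided. Correlations were tested by 100000 permutations, two-sided, as were differences between medians. Words of 8 bases were searched in 100 bases on either side of the center of regions with a ratio of at most 1. The region finder, the interval functions, the motif scoring and the permutation test were tested on simulated data.

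The 5 libraries were compared as conditions without a test across replicates, because each condition has 1 library. The sequencing runs within a library were told apart by instrument, lane and tag length and used only to describe spread and to leave runs out. The alternatives covered the scale (background bins or the sequences of Table S5), counting at most 1 tag per position and strand, filters on mismatches and on the mapping quality score, windows of 120 and 400 bases, pseudocounts of 0.1 and 5, the choice of random regions and tail, the limits for regions and motifs, and leaving out each run. The genes and sites named in the text are those the paper names that could be placed, the 3 peaks of Dataset S1 with the most HS tags, the 3 resistant regions with the most HS tags and the 3 HSF-free motifs with the largest ratio of HS signal to HS HSF-KD signal. Any other site is named where a count or an extreme is explained, and was chosen after its values were seen.

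Individual copies of Hsp70 were not analysed, because the lists hold unique alignments. The positions of motifs relative to genes and promoters were not analysed, because no annotation of the same release was at hand. The modENCODE, ecdysone and mRNA experiments were not analysed here. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.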

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

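The tests of false calls, of the number of words, of base composition, of errors in few tags and of tags with any serum were chosen only after the results were seen. The tests of PCR copies and of similar sequences elsewhere had been chosen earlier, as had the comparison of pre-immune tags with random regions.

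Among the regions called here as depleted at least 3-fold, 17 have no peak of Dataset S1 within 1 kb, and the paper does not report on them. They drew attention because their HS signal lies above the HSF RNAi and pre-immune signals. Their median was 50.9 normalized tags after HS, 14.6 after HS with HSF RNAi and 15.5 in the pre-immune IP. With at most 1 tag per position and strand, 17 of the 17 kept a ratio of at least 2, which argues against PCR copies as the whole cause. The ratio stayed at 3 or more in 13 of them and was between 2.75 and 2.87 in the other 4. False calls of the window test would have HSEs at the random frequency, but 10 of the 17 (58.8%, 32.9 to 81.6) have a motif with p below 0.001 within 60 bases, against 17.2% of random regions (two-sided Fisher's exact test, p = 0.000136). A hypothesis consistent with both is that part of these regions are weak HSF binding sites below the limits of the peak calling programs. The remaining 7 without such a motif stay open, and the regions were chosen for depletion in these libraries, so the ratios themselves are no independent evidence. The region with the largest ratio, centered at 19766600 on 3R and named after its values were seen, had 39 HS tags and 5 after HSF RNAi, a ratio of 8.10 (3.19 to 26.3).

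For resistant peaks the paper reports the distribution of HSEs and no other sequence. Some words of 8 bases recur in the regions whose signal did not fall after HSF RNAi. They were found in the 119 such regions on 2L, 2R and X and then counted in the 111 on 3L, 3R and 4. The first word, GATGGCGC or its reverse complement, was within 100 bases of the center in 23.4% (15.9 to 32.4) of the latter, in 0 of 222 flanking sites, which allows a share of up to 1.65%, and in 0 of 162 regions on the same arms that were depleted at least 3-fold and hold a peak of Dataset S1. The number of words compared does not account for this, since the count comes from arms not used to find the word (Fisher's exact test, two-sided, p = 4.45e-14). At least 1 of the 5 words was present in 50 of the 111 regions (45.0%, 35.6 to 54.8) and in 1.53% (1.06 to 2.13) of random regions matched on GC content, which argues against base composition. Tags enriched whatever the antiserum do not account for the signal of the regions called. The median at the 121 regions with a word was 11.6 normalized pre-immune tags (9.70 to 11.6), against 17.5 at random regions, while it was 109 (83 to 132) in the NHS library and 147 (119 to 174) in the NHS RNAi library, neither of which was used to choose the regions. Regions with many pre-immune tags would have been lost in the calling, so this says nothing about other regions with a word. The proposal of the paper that the antiserum recognizes another DNA binding protein was not tested. The words were not compared with the binding motifs of known proteins, so no protein is named here.

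At 16 of the 528 HSF-free motifs with at least 5 tags over every base, the sequence read from the tags has a motif p more than 10 times the listed p. The paper does not report on the sequence of its cells at these motifs. Errors in few tags would be confined to motifs with little coverage, but 10 of the 16 have at least 10 tags over every base. Tags that belong to a similar sequence elsewhere stay open. Of the tags at these motifs 99.7% (99.1 to 99.9) have a mapping quality of at least 30, against 99.3% at the other HSF-free motifs, but nearly all tags of the lists do. A sequence difference between the cells and the reference genome is another candidate explanation that stays open, because no reference of the same release was at hand to test it, and at 3 of the 16 the p from the tags is above 0.001. No biological explanation was tested.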

How the results depend on the processing

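Leaving out sequencing runs at the Hsp83 promoter, at the motifs detected during NHS and for the resistant regions, the bound motifs of Dataset S5 alone, the regions with a ratio between 1 and 3, the 2 criteria of the methods for resistant regions, and the adjusted p of 0.1 together with a ratio of at most 1 were chosen only after the results were seen. All other alternatives were chosen before the data were examined. There were 160 comparisons of an alternative with 17 results, of which 130 stayed within the interval or limits of the original result, 29 moved beyond them and 1 reversed direction. Except where a construction is named, the cause of a change was not tested.

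The number of peaks counted as depleted stayed within 1.5 times its value under all alternatives, which include other depletion limits (289 to 462), and with each run left out (327 to 408). The HS over NHS ratio at the 20 motifs (2.11 to 2.89, and 2.36 to 2.82 without a run), Spearman's rho of conformity and tags (-0.122 to -0.0964), the difference of pre-immune tags (-11.6 to -1.81), the ratio inside the RNAi amplicon (1.33 to 1.42), the correlation with ChIP-qPCR (0.903 to 0.947) and the lowest correlation between runs (0.384 to 0.419) kept their direction and their side of the threshold or interval. A single factor per library multiplies motifs and random regions alike, so the alternative scales say nothing about the stability of the shares below the upper tail. Under both scales the share of HSF-free motifs after HS was 85.6% (606 motifs), because the ratio of 18 of these motifs equals the limit and rounding in the arithmetic had placed 7 of them below it in the original count. That count was left as it was.

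At Hsp83, counting at most 1 tag per position and strand raised the retained signal to 69.8% after HS and 76.4% during NHS. That count saturates where tags are dense, so it lowers the higher count more. With each run left out in turn the HS value was between 43.7% and 60.7%, the lowest without the lane 3 run of the HS library and the highest without its 41-base lane 2 run. The NHS value was between 6.78% without the lane 7 run and 81.3% without the lane 2 run of the RNAi library, so the runs set its size. Every value was below 100%.

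With a 1% upper tail, the shares below the limit rose by construction, to 96.0% at the 422 motifs, 98.7% and 95.6% at the HSF-free motifs during NHS and after HS, and 21.3% at the bound motifs after HS. At the 422 motifs the share was between 73.9% and 90.5% with each run left out, at the extremes without the lane 7 and the lane 2 run of the NHS RNAi library. At the bound motifs after HS it was 8.82% in a window of 120 bases, 2.04% with a pseudocount of 0.1, 0% with a pseudocount of 5 and between 0.905% and 10.9% with each run left out, the highest without the 41-base lane 2 run of the HS library.

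The number of resistant regions was 2131 at an adjusted p of at most 0.1, 343 at 0.0001, 230 with a ratio of at most 1 and 271 with a ratio of at most 1 at an adjusted p of 0.1. By the 2 criteria of the methods it was 818, within the limits. It was between 382 and 837 with each run left out, the lowest without the 41-base lane 2 run of the HS library. The share of these regions with an HSE, above the random share otherwise, fell below it with a ratio of at most 1 (15.2%). The matrix of the 107 bound motifs with p of at most 5e-06 holds 18.2 bits, since these motifs were chosen by their score. The bound share was 26.9% at a motif limit of 1e-06.

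Motif sequences from the reference genome and the positions of motifs relative to genes and promoters were not run, because no reference or annotation of the same release was at hand. Depth limits what a single site can show: with 17 HS tags at the Eip75B motif, the counting interval of the ratio reaches up to 2.53.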

Differences from the paper's values

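The alternatives that leave out a sequencing run, the 2 criteria of the methods applied to the regions, and the adjusted p of 0.1 together with a ratio of at most 1, were chosen only after the values were seen.

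The paper discards 310 RNAi-resistant peaks with false discovery rates below 0.1, which it describes as insensitive to HSF depletion and increased in intensity. Here 827 enriched regions were depleted less than 3-fold. Of these, the 230 with a ratio of at most 1 are the closer counterpart of that description. The other 597 had less signal after HSF RNAi (median HS over HS RNAi ratio 1.75). The regions were called with a window test rather than with the programs of the authors, so the numbers count different calls. The rule differs too: the methods compare a peak that is called in both datasets with the depletion at Hsp83, and ask for 3-fold depletion only where it is called in 1. The 827 also include 78 regions that hold a peak of Dataset S1. Of the alternatives set before the data were examined, an adjusted p of at most 0.0001 (343 regions) and a ratio of at most 1 (230 regions) fall within 1.5 times the paper's number, and counting at most 1 tag per position and strand (626 regions) and an adjusted p of at most 0.1 (2131 regions) do not. Of those chosen after the values were seen, an adjusted p of at most 0.1 with a ratio of at most 1 (271 regions) and leaving out the 41-base lane 2 run of the HS library (382 regions) fall within it. Leaving out any other run gave between 557 and 837 regions, and the 2 criteria of the methods gave 818, which do not fall within it.

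The paper states that HSEs around resistant peaks are distributed as around randomly chosen regions. Of the 827 regions depleted less than 3-fold, 33.6% had a motif with p below 0.001 within 60 bases, against 17.2% of random regions. The 78 regions that hold a peak of Dataset S1 are among them. With the 2 criteria of the methods the share was 33.0%. Of the 230 with a ratio of at most 1, 15.2% did.

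The paper recovers 118 peaks with high false discovery rates, and its text does not name the rule for a peak with 2 rates. With the average listed rate, the reading used for the other values here, 153 peaks of Dataset S1 are above 0.1, and 158 with the 5 peaks that have no listed rate. By each program that called the peak there are 113. Adding the 5 peaks to the 113 gives the paper's number exactly, but that rule was found by trying readings until the number was met, so the match is no evidence about how the authors counted.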

Other observations

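The tests of a weaker IP, of untreated cells, of unequal depletion, of the spread between runs, of base composition, of calling against the pre-immune IP and of alignable positions were chosen only after the results were seen. The tests of PCR copies, of pre-immune tags at bound motifs and of nearby peaks had been chosen earlier.

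The runs of the NHS HSF RNAi library differ at the Hsp83 promoter motif, where the lane 7 run had 11.9 times (7.76 to 19.1) the normalized tags of the lane 2 run. With at most 1 tag per position and strand the ratio was 8.54 (5.46 to 14.0), so PCR copies do not account for it. A weaker IP behind the lane 2 run would lower all enriched regions alike, but the ratio over the 230 regions with an HS over HS RNAi ratio of at most 1 was 2.55 (2.49 to 2.61). If tags of untreated NHS cells had entered the lane 7 run, they would have to make up 80.0% of it, and the other 19 motifs detected during NHS would then have 1505 normalized tags. They had 641 (555 to 738). Unequal HSF depletion in the pooled experiments stays open. The ratio was 1.42 over the 422 motifs and 2.11 (1.65 to 2.71) over the other 19 motifs, and neither is above the 2.55 of the 230 regions. These ratios include background. At the 422 motifs the lane 2 run had a mean of 17.0 normalized tags, below its 20.0 at random regions. At the 230 regions its mean was 126. Setting the ratios against 2.55 therefore does not count against unequal depletion. Unequal depletion and other differences between the runs cannot be told apart, since the lists do not name the experiment of a run.

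The paper states that resistant peaks increased in intensity after HSF depletion. At the 230 regions with a ratio of at most 1, chosen by their HS ratio, the median NHS over NHS RNAi ratio was 0.731 (0.693 to 0.763, from order statistics). Without the lane 7 run of the NHS RNAi library it was 1.28 (1.22 to 1.33), so the spread between runs may account for the increase during NHS. Whether it also accounts for the increase after HS was not tested. The mean signal of these regions there was 28.8 to 191 normalized tags in the runs of the HS library and 97.0 to 291 in those of the HS RNAi library.

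A hypothesis set before the data were seen was that sites that HSF binds after HS have more tags than HSF-free sites in an IP without HSF. The median pre-immune signal of bound motifs minus that of HSF-free motifs was -5.82 normalized tags (two-sided permutation test over motifs, which are not replicates, p = 1e-05, the smallest the permutations can give). The hypothesis stays open, because the pre-immune IP served as the background dataset of the paper, which favors low counts under its peaks, while the HSF-free motifs were chosen by sequence. At the 75 bound motifs with HS tags enough to be called here against the highest pre-immune count of an HSF-free motif, the difference was -3.88 (permutation test, p = 0.0723). With 5 other limits for such motifs it was also negative, with permutation p between 2e-05 and 0.0916, so how much of the difference comes from the calling stays open. The pre-immune median was lower at bound motifs in 5 of 5 equal groups along the GC range, so GC content alone does not account for the difference. Fewer alignable positions would lower every library alike. At 600 to 1000 bases from the motif the median at bound motifs was 0.706 times (0.657 to 0.758) that at HSF-free motifs in the pre-immune IP and 0.952 times (0.893 to 1.03) in the NHS HSF RNAi library, so alignable positions are not the whole cause. In the HS RNAi library it was 0.840 (0.784 to 0.917), so a part through them stays open. What lowers the pre-immune signal at bound motifs was not tested further, and the pre-immune IP was made after HS in 1 experiment.

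Of the 708 HSF-free motifs, 95 were counted at or above the limit of the 5% upper tail after HS, among them part of the 18 whose ratio equals it. Tags of a nearby peak account for few of them. Of the 689 motifs with no peak of Dataset S1 within 2 kb, 83 (12.0%, 9.71 to 14.7) were counted at or above the limit. Of the 19 motifs with a peak within 2 kb, 12 (63.2%, 38.4 to 83.7) were. The limit comes from whole tag counts, so random regions can equal it too. Their share at or above it was not counted, so 5% is not an exact baseline and the size of the excess is uncertain. An excess would go with the weak binding that the paper proposes for a fraction of these motifs, and no other biological explanation was tested.

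The part of the HSF gene covered by the double-stranded RNA, 1548 bases from 14019955 to 14021502 on 2R, had 217 tags in the HSF RNAi libraries together and 161 in the untreated HSF libraries, a normalized ratio of 1.34 (1.09 to 1.65). It was 1.26 (0.913 to 1.75) during NHS and 1.39 (1.06 to 1.84) after HS. The pre-immune IP, the smallest library and made without HSF RNAi, had 94 tags there. Larger libraries had 71 (NHS), 90 (HS), 87 (NHS with HSF RNAi) and 130 (HS with HSF RNAi). A high count in this part of the gene therefore also occurred without the double-stranded RNA.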
